# Scaling Proprioceptor Gene Transcription by Retrograde NT3 Signaling

**DOI:** 10.1371/journal.pone.0045551

**Published:** 2012-09-19

**Authors:** Jun Lee, Andreas Friese, Monika Mielich, Markus Sigrist, Silvia Arber

## Abstract

Cell-type specific intrinsic programs instruct neuronal subpopulations before target-derived factors influence later neuronal maturation. Retrograde neurotrophin signaling controls neuronal survival and maturation of dorsal root ganglion (DRG) sensory neurons, but how these potent signaling pathways intersect with transcriptional programs established at earlier developmental stages remains poorly understood. Here we determine the consequences of genetic alternation of NT3 signaling on genome-wide transcription programs in proprioceptors, an important sensory neuron subpopulation involved in motor reflex behavior. We find that the expression of many proprioceptor-enriched genes is dramatically altered by genetic NT3 elimination, independent of survival-related activities. Combinatorial analysis of gene expression profiles with proprioceptors isolated from mice expressing surplus muscular NT3 identifies an anticorrelated gene set with transcriptional levels scaled in opposite directions. Voluntary running experiments in adult mice further demonstrate the maintenance of transcriptional adjustability of genes expressed by DRG neurons, pointing to life-long gene expression plasticity in sensory neurons.

## Introduction

The assembly of neuronal circuits represents a sequential process during which neuronal subpopulations are first specified by cell-intrinsic programs at early developmental stages [1], [2], [3], [4], [5], before neuronal differentiation is further influenced by target-derived signals [6], [7]. Intrinsic cell type specific differences are reflected at the gene expression level, and neuronal subtypes express unique genes controlling initial axon guidance decisions. Little is known about how profoundly target-derived signals influence these initial transcriptional profiles at the genome-wide level in neuronal subpopulations.

Dorsal root ganglia (DRG) sensory neurons innervate various peripheral end organs and relay functionally distinct information to the CNS [8], [9]. Cell-type specific differences at the gene expression level include transcription factors and transmembrane receptors [1], with neurotrophic factor receptors and their ligands as one of the best-understood signaling systems [10], [11], [12]. Functionally distinct DRG populations express the tyrosine kinase receptors TrkA and TrkC, and the target-derived factors nerve growth factor (NGF) and Neurotrophin-3 (NT3) regulate differential neuronal survival [10], [11], [12], [13], [14]. Coincident mutation of neurotrophins and the proapoptotic gene *Bax* allowed elucidation of survival-independent roles of Neurotrophin signaling pathways [14], [15], [16], revealing important roles for NGF signaling in peripheral target invasion [15] and for NT3 signaling in the establishment of central proprioceptor projections [16]. The expression of the ETS transcription factor *Etv1* in proprioceptors is regulated by NT3 [16], [17], identifying one downstream regulator in this cascade. Since proprioceptors are a minority of DRG neurons [18], [19], it remains unknown how they respond more generally to retrograde NT3 signaling by adjusting gene expression [14], and whether variation in NT3 level can modulate transcription specifically within proprioceptors.

Here we exploit a genetic tool to purify and compare the genome-wide proprioceptor transcriptome from different *NT3* signaling mutant mouse strains. By analyzing genes with proprioceptor-enriched expression, we find that elimination of *NT3* signaling in *NT3^−/−^Bax^−/−^* mice [16], [20] profoundly dampens expression of many of these genes. To identify genes acting as possible sensors detecting peripheral NT3 levels, we analyzed proprioceptor gene expression in mice with surplus peripheral NT3 [21], . Anticorrelative analysis identifies a subset of proprioceptor-enriched genes with opposing transcriptional regulation, and uncovers a member of the GABAA receptor gene family *Gabrg1* as a gene with exquisite sensitivity to NT3 signaling. Our study identifies genome-wide transcription profiles enriched and regulated by NT3 signaling in proprioceptors, and provides evidence for pronounced roles of target-derived factors in the regulation of neuronal subtype-specific transcriptional programs.

## Materials and Methods

### Mouse Genetics

Transgenic mice analyzed in this study were *TrkC^GFP^* [23], *Bax^−/−^* [24], *NT3^−/−^* [20], *Mlc^NT3^* [21], and *TrkC-/-* [25]. *Mlc^NT3^* mice exhibit increased numbers of proprioceptive neurons in lumbar DRG, without coincident increase in the frequency of small diameter neurons [21]. Wild-type mice and intercrosses were maintained on a mixed genetic background (129/C57Bl6). All animal experiments were carried out in accordance with the Swiss Guidelines for animal experimentation and approved by the Kantonal Veterinaeramt, Basel, Switzerland.

### DRG Neuron Dissociation and Isolation by Fluorescent Activated Cell Sorting

DRG were exposed through dissection by ventral laminectomy and isolated in ice cold Hank’s balanced salt solution (HBSS) by pooling DRG from L1–L6 or separately by segmental level where needed (L1, L5). Isolated DRG were transferred to FCS-coated tubes using siliconized transfer pipettes, prior to dissociation in 0.25% trypsin/0.1% Collagenase H solution for 10 minutes at 37°C. Excess ice cold HBSS was added before centrifugation (7 minutes, 800 rpm) and resuspension in 1 ml ice cold HBSS. Cells were dissociated by trituration using fire polished Pasteur pipettes to generate single cell suspension, and passed through 40 µm gauze filters to eliminate remaining cell aggregates. For Fluorescent Activated Cell Sorting (FACS), a MoFlo (DAKO) high-speed 4-way cell sorter with a 3-laser setup (two water-cooled Coherent Enterprise II lasers Model610 and Model653, and one air-cooled Spectra Physics Helium-Neon laser) was used to separate GFP^on^ from GFP^off^ cells. Suspended cells were first gated for fluorescence, using an excitation wavelength for green fluorescence of 488 nm, detected with a HQ515/30 bandpass filter. Using this approach, we gated for the GFP^on^ population, which was subsequently gated for size by measuring forward and side scatter. A 100 µm nozzle was used at 20 psi and sorted cells were collected in 1 ml Eppendorf tubes filled with 50 µl Trizol to allow for subsequent RNA isolation. Average cell number used per data point was 350 for all experiments, except for L1/L5 p0 data sets for which 100 cells were collected per sample.

### Affymetrix Gene Expression Profiling Experiments and Statistical Analysis

Affymetrix gene expression profiling experiments were performed by the FMI Genomics Facility essentially as described [26]. Briefly, RNA was extracted from isolated cells with the Pico Pure RNA Isolation kit (KIT0204, Life Technologies). Preparation of *in vitro* transcription (IVT) products was performed according to Affymetrix protocols (GeneChip Expression Analysis Technical manual, Rev. 5) with minor modifications. The fragmented cRNA (15 µg) was used in a hybridization cocktail containing spiked controls (Affymetrix). A total of 200 µl of this hybridization cocktail was hybridized at 45°C for 16 hours to GeneChip Mouse Genome 430 2.0 Arrays (Affymetrix). Following hybridization, the arrays were processed using a GeneChip Fluidics Station 400 according to recommended protocols (FS450_0001, Affymetrix). Fluorescent images of arrays were captured using the GeneChip Scanner 3000 7G (Affymetrix), and image data were acquired and analyzed using the Affymetrix GCC Scan Control v. 3.0.0.1214. For all experiments shown in this study, 2–3 replicates were carried out for each data point. Raw data from CEL files was loaded into R using the R (v2.9) / Bioconductor (v1.6) package affy. Data was normalized with the rma() function and present/absent calls were calculated using MAS5 normalization as implemented in the affy package. Normalized data was saved in .abs files for import into Genedata Analyst 2.2. Lists of differentially expressed genes were generated either using the t-test function (p ≤ 0.02) or the n-Way ANOVA function (p ≤ 0.02) as implemented in Genedata Analyst 2.2. In addition, we applied a cut-off of an at least 1.5 to 2 fold for changes of expression levels analyzed as indicated throughout the study. Heatmaps and accompanying z-scores were generated in R using heatmap function of the gplot package. Annotation files Mouse430_2.na24.annot.csv and Mouse430_2.na24.annot.csv for the GeneChip Mouse Genome 430 2.0 array were downloaded from www.affymetrix.com and used in Analyst 2.2. Significant difference between ≥4 groups was determined by 2-way ANOVA as implemented in Genedata Analyst 2.2, with a cut-off value of p≤0.02. Statistical significant difference between two groups was determined by t-test as implemented in Genedata Analyst 2.2 and defined as: *p≤0.05, **p≤0.01 and ***p≤0.001. The entire dataset was uploaded to the Gene Expression Omnibus Database (Accession Number GSE38074) at NCBI for public access (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38074).

### *In situ* Hybridization, qPCR and Immunohistochemistry

*In situ* hybridization experiments were performed as previously described [17]. *Gabrg1* and *Grm3* sequence for probes was amplified from adult brain cDNA using information from the Allen Brain webpage (*Gabrg1* riboprobe ID RP_080225_03_F04; forward: 5′-GCTACATCTGTGAGAGGAGGCT-3′; reverse 5′-ATAGTGAAGCATGTTACGCCCT-3′; *Grm3* riboprobe ID RP_081002_02_D05; forward: 5′-CCTCCTTTGCCATCTGTTATTC-3′; reverse 5′-GCCTAGAAAGTTGTAGCACATCA-3′). The following additional *in situ* hybridization probes were used in this study: *Etv1* [17], *Esrrg* [27], and *Pth1r* (Image clone accession number BC051981). Most probes used also consistently hybridized to bone tissue adjacent to DRG, which was not further analyzed here, and in most cases can be considered to reflect background signal. For qPCR experiments, adult DRG were collected and homogenized in Trizol using a glass homogenizer and a QIAshredder spin column (QIAGEN). Samples were then purified using the RNeasy mini kit (QIAGEN). Quantitative PCR was performed using Platinum Sybr Green Super mix UDG with ROX (Invitrogen no. 11790-01K) and *Gabrg1* signal was normalized to GAPDH signal. The following primers were used for qPCR amplification: *Gabrg1* (forward: 5′-CATAAACATGGAGTATACAATAG-3′; reverse: 5′-GAGTTCCTGAAGAAAGTGTC-3′) and GAPDH (forward: 5′-CATAAACATGGAGTATACAATAG-3′; reverse: 5′-GAGTTCCTGAAGAAAGTGTC-3′). Antibodies used in this study were: chicken anti-GFP (Invitrogen), guinea pig anti-Pvalb (Chemicon), guinea pig anti-vGlut1 (Chemicon), goat anti-ChAT (Chemicon), goat anti-LacZ (Biogenesis), goat anti-TrkC (R&D), rabbit anti-Cx36 (Invitrogen) [28], rabbit anti-GFP (Invitrogen), rabbit anti- Pvalb (Swant), and rabbit anti-Runx3 [29]. Spinal cords and DRG were sectioned and processed for immunohistochemistry as previously described [17] and images were acquired with an Olympus confocal (FV1000).

### Running Wheel Experiments with Adult Mice

Five weeks old male C57Bl6 mice were maintained in cages with running wheels for five weeks and running distances were measured with a counter attached to the running wheel. Littermate control mice were kept in identical cages without running wheels. Average distances run for the mice used for Affymetrix gene expression studies were approximately 5 km/24 hours. At the end of the experiment, L1 and L5 DRG were dissected and processed for RNA isolation and gene expression profiling.

## Results

### Selective Purification of Proprioceptors

To isolate genes with enriched expression in DRG proprioceptors, we made use of a GENSAT BAC transgenic mouse line in which the expression of enhanced green fluorescent protein (GFP) is controlled by genomic regulatory elements of the neurotrophin receptor TrkC (*TrkC^GFP^*) [23]. We first characterized transgene expression in relation to known markers of DRG neuron subpopulations with particular emphasis on proprioceptors. The expression of the Runt domain transcription factor Runx3 is highly restricted to proprioceptive DRG neurons [29], [30], prompting us to determine the overlap between Runx3 and GFP expression in *TrkC^GFP^* transgenic mice. We found that in p0 lumbar DRG, >95% of GFP^on^ DRG neurons co-express Runx3, and conversely, also most Runx3^on^ neurons are associated with GFP expression (Fig. 1a, b). A similar degree of overlap was also observed for the calcium binding protein Parvalbumin (*Pvalb*), a well-known marker of proprioceptors [17] (Fig. 1a). Quantitative analysis of overlap between TrkC and GFP expression in p0 lumbar DRG of *TrkC^GFP^* transgenic mice showed that >95% of GFP^on^ DRG neurons co-express TrkC (Fig. 1b). In summary, *TrkC^GFP^* mice show highly selective transgene expression in Runx3^on^/ Pvalb^on^/TrkC^on^ proprioceptors, making them the ideal tool for purification and transcriptional profiling of proprioceptors.

**Figure 1:**
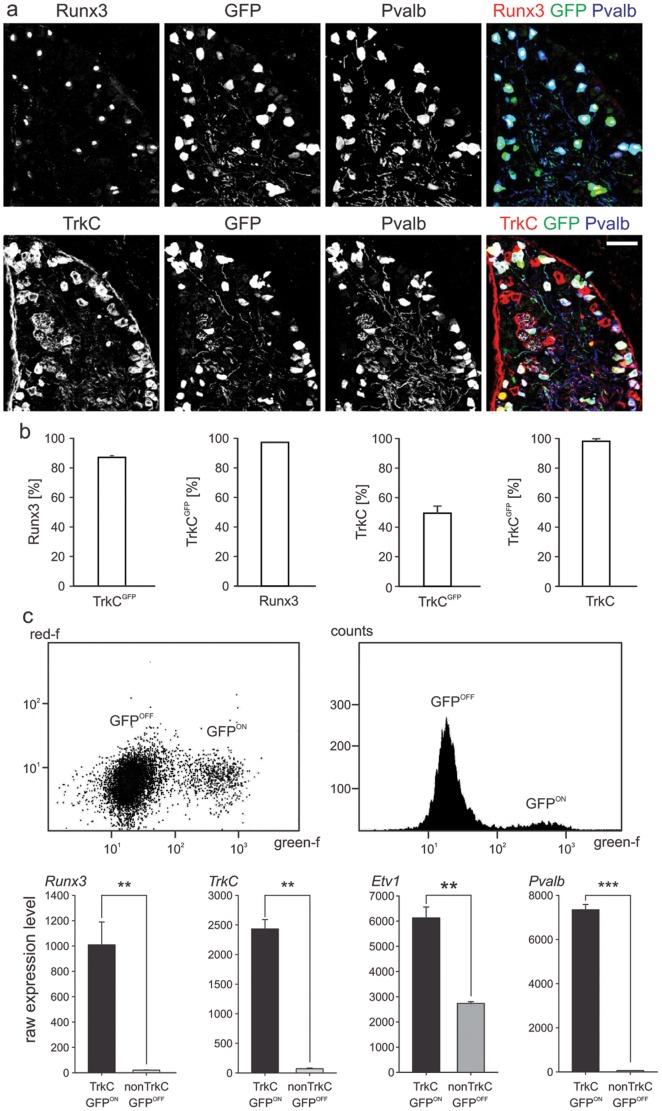
*TrkC^GFP^* BAC line shows enriched expression in proprioceptors. (a) Immunohistochemisty showing expression overlap between GFP and genes expressed by proprioceptors in p0 L5 DRG of *TrkC^GFP^* BAC transgenic mouse line (top row: Runx3 and Pvalb; bottom row: TrkC and Pvalb; overlay of all three channels shown to the right; scale bar = 60 µm). (b) From left to right: Quantification of percentage of Runx3^on^ neurons co-expressing the TrkC^GFP^ allele (86.4% ± SEM), percentage of TrkC^GFPon^ cells co-expressing Runx3 (97.6% ± SEM; of neurons with Isl1^on^ nucleus on section), percentage of TrkC^on^ cells co-expressing TrkC^GFP^ (49.6% ± SEM) and of percentage of TrkC^GFPon^ cells co-expressing TrkC (grey bar: 98.5% ± SEM). Data from n = 4 p0 *TrkC^GFP^* mice; total >20 L5 DRG sections. (c) Example of FACS scatterplot (left) and histogram (right) on dissociated lumbar DRG cells isolated from p0 *TrkC^GFP^* mice gated by fluorescence (GFP^off^ and GFP^on^ cells are indicated; red-f: red fluorescence; green-f: green fluorescence). Four examples of genes (*Runx3*, *TrkC*, *Etv1*, *Pvalb*) with known enriched expression in proprioceptors (TrkC^GFPon^) when compared to non-proprioceptors (TrkC^GFPoff^). Each panel shows Affymetrix expression values to the left (y-scale raw expression values; ± SEM).

We next dissociated p0 lumbar DRG (segmental levels lumbar L1–L6) from *TrkC^GFP^* mice into single cell suspensions, and separated GFP^on^ proprioceptor from GFP^off^ non-proprioceptor populations by Fluorescent Activated Cell Sorting (FACS) (Fig. 1c). To determine genome-wide transcription differences between these two populations, we isolated and amplified RNA of these populations for subsequent Affymetrix microarray experiments. 

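RNA from TrkC GFPon proprioceptors and TrkC GFPoff non-proprioceptors of wild-type p0 mice was hybridized to Affymetrix Mouse Genome arrays, with 2 arrays for each population. Lumbar DRG of all levels were pooled before sorting. The authors summarized the probes with RMA and compared populations with a t-test or an analysis of variance in Genedata Analyst. The deposited values hold one number per probe set and array on a linear scale, and their log2 was used here. After 64 Affymetrix control probe sets were left out, 45037 probe sets were tested with limma in one fit of all 16 arrays of the 4 genotypes and both populations, so that each comparison of 2 against 2 arrays used a spread estimated from 8 groups. Enriched probe sets were selected at the study's thresholds, an unadjusted p of at most 0.02 and a fold of at least 2, and single genes and gene lists were called at a Benjamini-Hochberg adjusted p under 0.05. The 2 arrays of each wild-type population correlated at 0.994 or above. The number of arrays limits the precision of every value. Probe sets annotated to more than 1 gene were not assigned to a gene, and the only probe sets for *Etv1* are of this kind, so *Etv1* was not analysed here.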

To get a first impression of the efficiency and reliability of this approach in detecting genes with proprioceptor-enriched gene expression, we analyzed expression profiles of four genes with previously known association to proprioceptors. Confirming selective GFP expression in proprioceptors, the expression of *Runx3* and *TrkC* was highly enriched in the GFP^on^ population when compared to the non-proprioceptor GFP^off^ population (Fig. 1c), and *Pvalb* as well as the ETS transcription factor *Etv1* also scored as highly enriched (Fig. 1c).

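Genes known from proprioceptors were among the largest differences between the 2 populations. *Pvalb*, which encodes the calcium-binding protein parvalbumin, had an expression value of 7468 ± 418 (SD, n = 2 arrays) in proprioceptors and 57.6 ± 2.9 (SD, n = 2) in non-proprioceptors, a log2 difference of 7.02 (standard error 0.55, adjusted p = 9.89e-06). *Runx3*, a transcription factor of developing proprioceptors, had values of 1032 ± 179 (SD, n = 2) and 20.7 ± 2.2 (SD, n = 2), a log2 difference of 5.63 (standard error 0.29, adjusted p = 8.59e-07). *Ntrk3*, which encodes TrkC, had values of 2409 ± 174 (SD, n = 2) and 70.5 ± 12.3 (SD, n = 2) and a log2 difference of 5.10 (standard error 0.31, adjusted p = 1.76e-06).

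Markers of nociceptors lay on the other side. *Scn10a*, the sodium channel Nav1.8 of nociceptors, had a log2 difference of -5.49 (standard error 0.52, adjusted p = 3.83e-05), and *Trpv1*, the capsaicin receptor, had values of 24.6 ± 2.3 (SD, n = 2) in proprioceptors and 905 ± 64 (SD, n = 2) in non-proprioceptors (adjusted p = 3.86e-07). Of 6 measured proprioceptor markers, 4 were higher in proprioceptors and none was lower (4 higher when adjusted over the list alone). Of 13 nociceptor markers, 7 were lower and none was higher (7 lower when adjusted over the list alone). Of 10 markers of cutaneous mechanoreceptors, 4 were higher and 2 were lower (4 and 2 when adjusted over the list alone), among them *Shox2*, higher by 3.12, and *Ret*, which fell by 2.60. The list tests with camera gave adjusted p = 1.76e-05 for the proprioceptor markers and adjusted p = 7.18e-08 for the nociceptor markers, against adjusted p = 0.0332 and adjusted p = 0.0346 with an estimated correlation. With the estimated correlation the proprioceptor call was lost when a *Bax-/-* (adjusted p = 0.0661) or an *mlc NT3* (adjusted p = 0.0518) proprioceptor array was left out of the shared fit, and the nociceptor call when any of 8 arrays was left out (adjusted p of up to 0.0862).

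**Figure D1:**
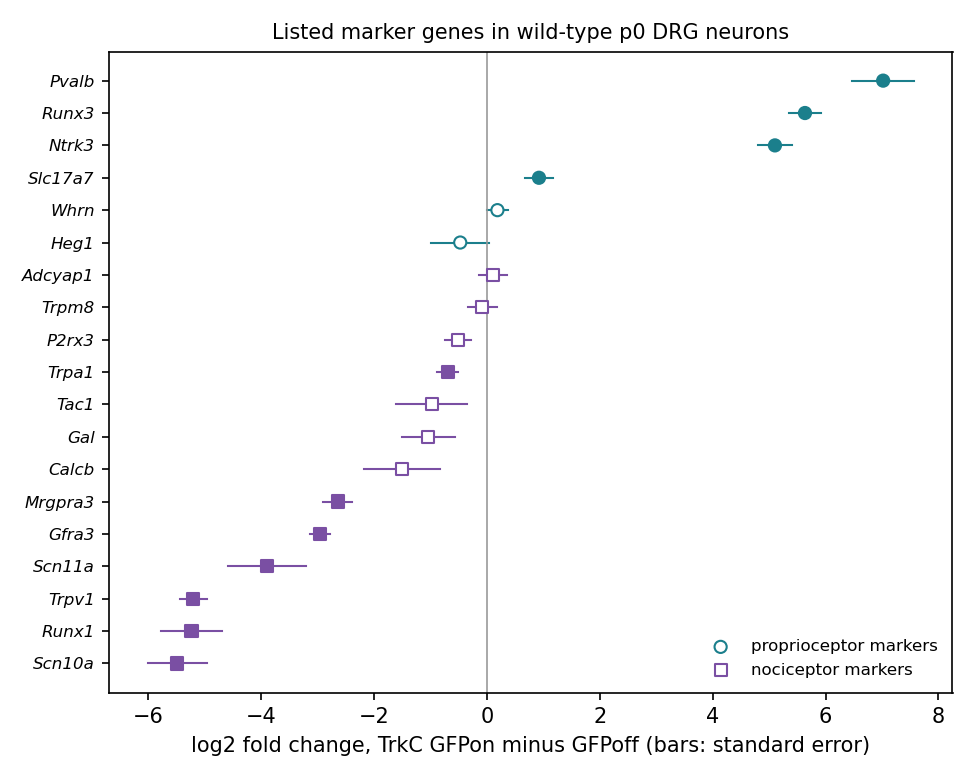
Log2 fold change between wild-type TrkC GFPon and TrkC GFPoff populations for each measured gene of the proprioceptor marker list (circles) and the nociceptor marker list (squares), n = 2 arrays per population. Bars are standard errors, filled symbols have an adjusted p under 0.05. *Pvalb*, *Runx3* and *Ntrk3* lie above 5 and *Scn10a*, *Runx1* and *Trpv1* below -5.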

To perform a quantitative genome-wide analysis of gene expression differences, we used a significance threshold of p≤0.02 and an enrichment factor of ≥2 fold between TrkC^GFPon^ and TrkC^GFPoff^ populations. Using these criteria, we found that 1303 of ∼45 K expressed probes on the Affymetrix chip set used were enriched in TrkC^GFPon^ proprioceptors, and conversely, 802 probes exhibited clear enrichment in the TrkC^GFPoff^ non-proprioceptor population (Fig. 2a, b). 

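With the moderated test of limma, 1932 probe sets were enriched in proprioceptors and 1231 in non-proprioceptors at these thresholds. The former named 1245 genes and the latter 745. At an adjusted p under 0.05, 2305 probe sets were higher in proprioceptors and 1727 were lower.

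The 2 populations differed in genes for excitability, axon guidance and transmitter release, in both directions. Of 11 measured sodium channel genes, 4 were higher in proprioceptors and 2 were lower (4 and 2 when adjusted over the list alone). The higher ones were *Scn1a*, a channel of large myelinated axons (log2 3.92), *Scn4b* (2.76), *Scn2a* (2.48) and *Scn8a* (1.58), and the lower ones were the nociceptor channels *Scn10a* and *Scn11a* (-3.90). Among 51 axon guidance genes, 18 were higher and 11 lower (20 and 13 when adjusted over the list alone), with *Sema3d* (5.02), the netrin receptor *Dcc* (4.66) and *Slit2* (4.34) on the proprioceptor side and *Unc5d* (-3.88) on the other. Of 34 genes of transmitter release, 13 were higher and 7 lower (13 and 8 when adjusted over the list alone), the synaptic vesicle protein *Vamp1* being higher by 1.89 and the calcium sensor *Syt7* lower (-3.10). Among 30 potassium channel genes, 7 were higher and 5 lower (11 and 8 when adjusted over the list alone), with *Kcnq3* (4.56) and *Kcns1* (3.16) higher. Without wild-type TrkC GFPoff replicate 1 or 2 or TrkC GFPon replicate 2, the guidance genes lower in proprioceptors were 7, 7 and 6, and without TrkC GFPoff replicate 1 or TrkC GFPon replicate 1 or 2 the release genes higher in them were 7, 7 and 8.

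Of 36 genes of oxidative phosphorylation, 8 were higher in proprioceptors and none was lower (16 higher when adjusted over the list alone; camera adjusted p = 8.18e-09, and adjusted p = 0.41 with an estimated correlation). Of 16 genes of neurofilaments and the axonal cytoskeleton, 5 were higher, among them *Tuba8* (3.71) and *Nefm* (1.98), and none was lower (6 higher when adjusted over the list alone; camera adjusted p = 0.0132, and adjusted p = 0.41 with an estimated correlation). Of 16 genes of sterol synthesis, 3 were lower and none was higher (5 lower when adjusted over the list alone; camera adjusted p = 0.00466, and adjusted p = 0.41 with an estimated correlation). These counts did not hold when 1 array was left out. Without either wild-type TrkC GFPon or either wild-type TrkC GFPoff array, 0 genes of oxidative phosphorylation were called with limma, and 4 without either TrkC GFPoff array of *Bax-/-* or *mlc NT3* mice. The cytoskeletal genes were 3 without wild-type TrkC GFPoff replicate 1 or 2 and 2 without wild-type TrkC GFPon replicate 2, and the sterol genes 0 or 1 without any 1 of the 4 wild-type, the 4 *mlc NT3* or the 2 *Bax-/-* TrkC GFPoff arrays.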

We next analyzed in more detail the 25 probes with the highest observed expression differences based on fold changes between TrkC^GFPon^ and TrkC^GFPoff^ populations, and found that these hits encompassed genes of various expression levels, indicating no particular bias towards a specific expression level as a contributing factor to enrichment (Fig. 2c). In addition, and in agreement with the high fold changes detected, z-score analysis reveals a strong deviation of the two populations from the distribution mean (Fig. 2c). Together, these findings demonstrate that many genes show enriched expression in proprioceptors.

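The 25 most enriched probe sets had folds between 26.9 and 140. Their mean log2 expression values in the proprioceptor arrays ran from 8.90 to 12.9, which placed them between the 78.1th and the 99.3th percentile of all probe sets in these arrays, with a median percentile of 90.0. They included 19 named genes. *Reg3b*, a secreted lectin, led with a log2 difference of 7.13, followed by *Pvalb* and by *Esrrg*. The serotonin receptor *Htr2c* (6.23, standard error 0.21, adjusted p = 5.23e-08), the growth factor *Fgf9* (5.17) and the guidance genes *Sema3d* and *Epha4*, the latter an ephrin receptor (4.87), were also among them.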

**Figure 2:**
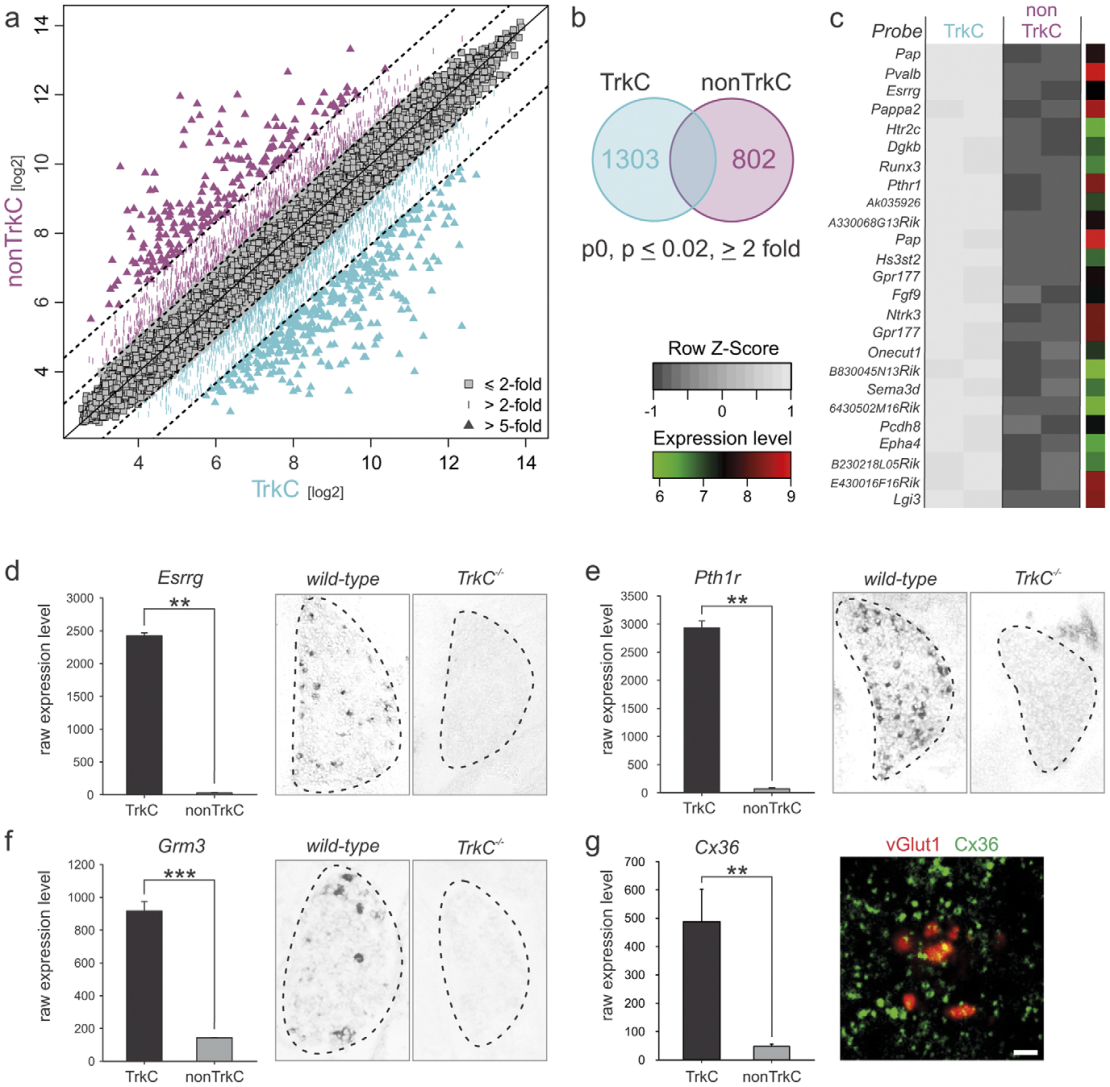
Isolation of genes with enriched expression in proprioceptors. (a) Affymetrix gene expression profiling data showing probes enriched in TrkC^GFPon^ proprioceptors and TrkC^GFPoff^ non-proprioceptors isolated from p0 mice. Diagonal lines indicate cut-off for probes with expression values >5 fold change (outermost dotted lines), >2 fold change (middle dotted lines) and ≤2 fold change (grey squares around central diagonal line). TrkC^GFPon^ proprioceptor data points with enrichment ≥2 fold are displayed in turquoise and TrkC^GFPoff^ non-proprioceptors with the same criteria in purple. (b) Venn diagram illustrating the number of probes enriched ≥2 fold in proprioceptors and non-proprioceptors isolated from p0 mice respectively. (c) Analysis of the 25 probes with highest fold changes displayed in detail. Values of two samples of each p0 TrkC^GFPon^ proprioceptors (left) and TrkC^GFPoff^ non-proprioceptors (right) are shown. Grey scale values represent row z-score values and log unit average expression values are shown to the right of each probe (scales plotted bottom left). Probe names are displayed to the left of each row. (d–g) Four examples of individual genes with highly enriched expression in proprioceptors (TrkC) when compared to non-proprioceptors (non-TrkC) are displayed. Each panel shows raw Affymetrix expression values to the left (y-scale expression values; ±SEM) and verification by either *in situ* hybridization on wild-type and *TrkC* mutant lumbar DRG sections (d–f; scale bar = 50 µm) or immunohistochemistry in ventral spinal cord lamina IX (g; green: Cx36; red: vGlut1; scale bar = 2 µm) to the right.

To further probe the reliability of our data at the single gene level, we picked four genes not previously known to exhibit proprioceptor-enriched gene expression profiles. We verified the selective expression pattern of these genes either by immunohistochemical analysis or by *in situ* hybridization experiments on tissue from wild-type and *TrkC* mutant mice in which proprioceptors are eliminated at early developmental stages due to the absence of neurotrophin signaling essential for proprioceptor survival [25]. The orphan transcription factor estrogen related receptor *Esrrg*, with previously shown expression in gamma motor neurons in the ventral spinal cord [27], exhibited highly selective enrichment in proprioceptors by the Affymetrix gene expression profiles and *in situ* hybridization verified the complete absence of expression in *TrkC* mutant mice (Fig. 2d). Parathyroid hormone 1 receptor (*Pth1r*), a receptor with prominent role in bone formation [31] and currently unknown function in the nervous system, also exhibited highly enriched expression in proprioceptors within the DRG and displayed complete absence of expression in *TrkC* mutant mice (Fig. 2e). Metabotropic glutamate receptor 3 (*Grm3*), a gene with significant gene variant associations linked to memory performance in humans [32], revealed scattered cells within the DRG by *in situ* hybridization, a pattern absent in *TrkC* mutant mice (Fig. 2f). In contrast to *Esrrg* and *Pth1r* however, *Grm3* exhibited a much sparser labeling density within the DRG, indicating that its expression is confined to only a subset of proprioceptors. These findings demonstrate that our approach not only picks up genes expressed by all TrkC^on^ DRG neurons, but is sensitive enough to isolate genes with expression in proprioceptor subsets, a feature further exploited later in this study. Lastly, we also determined whether genes expressed by proprioceptors produce proteins transported to central synapses, exploiting the example of connexin 36 (*Cx36*), a gap junction protein with known neuronal expression and required for gap junction function [33]. Using an antibody to Cx36 [28], we determined whether proprioceptor terminals in the ventral spinal cord marked by the selective accumulation of vesicular glutamate transporter 1 (vGlut1) [34] exhibit colocalization with the gap junction protein Cx36. We found association of vGlut1^on^ proprioceptive terminals in spinal lamina IX with Cx36^on^ signal (Fig. 2g). These findings suggest that gap junction proteins are present and might play a role at proprioceptive central synapses, a view supported by recent functional evidence demonstrating that *Cx36* mutant mice exhibit electrophysiologically detectable defects in presynaptic inhibition [28].

Together, these findings demonstrate the reliability of our Affymetrix gene expression experiments in isolating genes with highly enriched expression in proprioceptive afferents when compared to non-proprioceptor populations, and allow us to exploit this method further to study the regulation of these genes by perturbation of peripheral neurotrophic factor signaling.

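Each of the 4 genes chosen by the authors had higher array values in proprioceptors. *Esrrg* had a value of 2477 ± 51 (SD, n = 2 arrays) in TrkC GFPon and 24.9 ± 8.5 (SD, n = 2) in TrkC GFPoff populations, a log2 difference of 6.68 (standard error 0.38, adjusted p = 1.41e-06). *Pth1r* had values of 2884 ± 161 (SD, n = 2) and 69.1 ± 19.0 (SD, n = 2) and a log2 difference of 5.41 (standard error 0.41, adjusted p = 8.25e-06). *Gjd2*, which encodes connexin 36, had values of 492 ± 104 (SD, n = 2) and 47.1 ± 9.1 (SD, n = 2) and a log2 difference of 3.38 (standard error 0.36, adjusted p = 8.64e-05). *Grm3* had values of 933 ± 73 (SD, n = 2) and 144 ± 1.3 (SD, n = 2), the smallest of the 4 differences, at 2.70 on the log2 scale (standard error 0.53, adjusted p = 0.00605, and adjusted p = 0.0565 without wild-type TrkC GFPon replicate 2). From the enrichment of these genes, together with *in situ* hybridization and antibody staining, the paper concludes that the arrays isolate genes with highly enriched expression in proprioceptors.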

### Elimination of NT3 Profoundly Alters Proprioceptor Gene Expression

We next determined the effect of NT3 elimination on gene expression in DRG neurons. Since *NT3* mutant mice exhibit pronounced DRG neuron cell death at early developmental stages due to an essential role of NT3 in promoting neuronal survival [13], [20], we made use of the observation that concurrent elimination of the proaptototic gene *Bax* in mice circumvents DRG neuron cell death and allows studying a role of NT3 other than for the regulation of neuronal survival [16]. Using this insight, we compared genome-wide expression profiles between proprioceptors and non-proprioceptors isolated by virtue of the *TrkC^GFP^* BAC allele, in each of the three genetic backgrounds of wild-type, *NT3^−/−^Bax^−/−^*, and *Bax^−/−^* DRG. This three-way comparison would allow us to avoid focusing on genes affected in expression solely due to *Bax* mutation.

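TrkC GFPon and TrkC GFPoff populations of *NT3-/-Bax-/-* and of *Bax-/-* p0 mice were profiled on 2 arrays each, prepared as for wild-type mice. The authors applied an analysis of variance at p ≤ 0.02 and a fold of at least 2 and left aside probe sets affected in *Bax-/-* mice. The same limma fit and thresholds were used here, with mutant minus wild-type proprioceptors tested within the 1932 enriched probe sets and those past the thresholds in *Bax-/-* proprioceptors left out. The lowest correlation between 2 arrays of one group was 0.972, in *NT3-/-Bax-/-* TrkC GFPoff neurons. In simulated data with the spread of these arrays, 24% of probe sets that differed by 1 on the log2 scale and 85% of those that differed by 2 were recovered at an adjusted p under 0.05. At p of at most 0.02 and 1.5 fold, 83% and 98% were recovered. These data held 100 changed probe sets of each size, far fewer than differed in the real comparison. The adjusted threshold depends on that number, so the adjusted shares do not give the recovery in the real comparison.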

Comparison of gene expression data revealed that 412 of the wild-type proprioceptor enriched probe sets were also significantly downregulated in proprioceptors of *NT3^−/−^Bax^−/−^* but not affected in *Bax^−/−^* mice (Fig. 3a; ANOVA p≤0.02; regulation ≥2 fold). In contrast, a comparatively small fraction of genes (53 probes) with proprioceptor-enriched expression profile were upregulated in *NT3^−/−^Bax^−/−^* proprioceptors (Fig. 3b; ANOVA p≤0.02; regulation ≥2 fold). 

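Of the enriched probe sets, 932 (48.2%) fell in *NT3-/-Bax-/-* proprioceptors and not in *Bax-/-* proprioceptors, and these named 653 genes. Several of the most selective proprioceptor genes lost most of their expression. *Pvalb* averaged 497 ± 483 (SD, n = 2 arrays) against 8885 ± 532 (SD, n = 2) in *Bax-/-* proprioceptors, and fell by 4.37 on the log2 scale from wild-type (standard error 0.55, adjusted p = 1.48e-04), although its 2 mutant arrays differed widely. *Htr2c* fell by 6.04 (standard error 0.21, adjusted p = 3.79e-08), and the changes of *Grm3* (-4.47, standard error 0.53, adjusted p = 9.20e-05) and *Gjd2* (-2.84) lay in the same direction. *Lynx1*, a membrane protein that modulates nicotinic receptors, fell by 6.88 (standard error 0.43, adjusted p = 1.37e-06). The sodium channel subunit *Scn4b* (-6.93) and the potassium channel subunit *Kcns1* (-3.92) fell too. Outside the enriched genes, the mechanically gated channel *Piezo2* fell by 4.23. Over all probe sets, 5729 were lower and 5987 higher in *NT3-/-Bax-/-* than in wild-type proprioceptors at an adjusted p under 0.05. Without wild-type replicate 1 or 2 the total of 11716 was 7044 or 7247.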

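In the opposite direction, 114 enriched probe sets (5.90%), naming 79 genes, rose without NT3, and the other 886 (45.9%) were in neither list, 85 of them only through the exclusion of probe sets changed in *Bax-/-* proprioceptors. At an adjusted p under 0.05 and with no fold threshold, 1119 enriched probe sets were lower and 153 were higher in *NT3-/-Bax-/-* proprioceptors. In *Bax-/-* proprioceptors 20 of the enriched probe sets were lower and 6 higher. Among the 1231 probe sets enriched in non-proprioceptors, 408 were higher and 192 lower in *NT3-/-Bax-/-* proprioceptors.

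The largest rises lay outside the enriched genes. *Nts*, the neuropeptide neurotensin, rose by 7.60 on the log2 scale, *Crabp1*, a retinoic acid binding protein, by 6.24, and *Hrk*, a pro-apoptotic gene induced by loss of trophic factor, by 5.78 (standard error 0.28, adjusted p = 3.78e-07). In *Bax-/-* proprioceptors, which retain NT3, the log2 differences from wild-type were 2.81 for *Nts*, 0.21 for *Crabp1* and 2.08 for *Hrk*, and from *Bax-/-* to *NT3-/-Bax-/-* proprioceptors *Nts* rose by 4.79 and *Hrk* by 3.70. *Bcl2l11*, another pro-apoptotic gene, rose by 2.68 (standard error 0.37, adjusted p = 2.81e-04). Of 15 genes of the response to nerve injury, 6 rose and 2 fell (camera adjusted p = 0.0785). *Atf3*, a transcription factor of injured neurons, rose by 3.73 (standard error 0.45, adjusted p = 1.16e-04) and *Jun* by 2.17, whereas the neuropeptides *Vip* (-4.54) and *Gal* (-2.88) fell.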

To probe the reliability of these results, we determined the expression profiles of several individual genes in more detail. We first analyzed the expression profiles of *Etv1*, with previously described regulation by peripheral NT3 [16]. We found that *Etv1* expression was enriched in proprioceptors of both wild-type and *Bax^−/−^* mice, much in contrast to the observed expression in *NT3^−/−^Bax^−/−^* mice, where *Etv1* expression was very low, a pattern which was also confirmed by *in situ* hybridization on DRG sections (Fig. 3c). Moreover, *Pth1r*, which scored amongst the genes with highest proprioceptor enrichment (Fig. 2c, e), also showed dramatic downregulation in *NT3^−/−^Bax^−/−^* mice by *in situ* hybridization (Fig. 3c). Conversely, the genes encoding the Lim-domain containing protein Lmo1 and Pleckstrin/Sec7 domain containing protein 2 (Psd2) exhibited enrichment in proprioceptors in wild-type and *Bax^−/−^* mice, but striking upregulation in *NT3^−/−^Bax^−/−^* proprioceptors (Fig. 3d). 

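*Pth1r* averaged 228 ± 53 (SD, n = 2 arrays) in *NT3-/-Bax-/-* proprioceptors and 2749 ± 896 (SD, n = 2) in *Bax-/-* proprioceptors. It fell by 3.68 on the log2 scale from wild-type (standard error 0.41, adjusted p = 6.68e-05). *Lmo1* averaged 3040 ± 600 (SD, n = 2) in *NT3-/-Bax-/-*, 321 ± 33 (SD, n = 2) in *Bax-/-* and 333 ± 46 (SD, n = 2) in wild-type proprioceptors, a rise of 3.18 on the log2 scale over wild-type (standard error 0.28, adjusted p = 1.33e-05). *Psd2* averaged 782 ± 28 (SD, n = 2), 256 ± 20 (SD, n = 2) and 185 ± 18 (SD, n = 2) in the same order and rose by 2.08 (standard error 0.32, adjusted p = 5.38e-04). In *Bax-/-* against wild-type proprioceptors the log2 differences were -0.11 for *Pth1r*, -0.05 for *Lmo1* and 0.47 for *Psd2*, none past the adjusted threshold. Tested directly between *NT3-/-Bax-/-* and *Bax-/-* proprioceptors, *Pth1r* fell by 3.57, *Lmo1* rose by 3.23 and *Psd2* rose by 1.61 (adjusted p = 0.00408 for the last).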

We also mined gene expression profiles unchanged in proprioceptors of *NT3^−/−^Bax^−/−^* mice and found genes with previously studied function in proprioceptor differentiation such as the receptor for NT3 itself (*TrkC*) (data not shown). Together, these findings demonstrate that genetic elimination of *NT3* affects gene expression of a selective subset of genes with enriched expression in proprioceptors, and of the genes affected, most genes with significant expression changes are downregulated by developmental genetic deprivation of NT3.

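The log2 difference between *NT3-/-Bax-/-* and wild-type proprioceptors was -0.23 (standard error 0.31, adjusted p = 0.66) for the brightest probe set of *Ntrk3*, -0.49 (standard error 0.29, adjusted p = 0.25) for *Runx3* and -0.22 (standard error 0.38, adjusted p = 0.74) for *Esrrg*. Neither the receptor nor these transcription factors passed the test, although 2 other probe sets of *Ntrk3* were higher in *NT3-/-Bax-/-* proprioceptors at an adjusted p under 0.05. Of the 1932 enriched probe sets, 442 had a log2 change under 0.58 in size and an adjusted p of 0.05 or more.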

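Transcripts induced by the ERK pathway, through which TrkC signals, were lower as a group. Of 15 measured ERK target genes 13 fell and none rose in *NT3-/-Bax-/-* proprioceptors (13 lower when adjusted over the list alone). They included the feedback inhibitors *Spry1* (-2.36, standard error 0.25, adjusted p = 4.99e-05) and *Dusp6* (-2.79) and the transcription factor *Etv5* (-2.52). The list was lower by camera (adjusted p = 1.39e-06, and adjusted p = 0.0107 with an estimated correlation) and against *Bax-/-* proprioceptors, where 12 members were lower (adjusted p = 8.31e-08, and adjusted p = 0.00608 with an estimated correlation).

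Of 30 potassium channel genes, 18 fell and 1, *Kcnip1* (3.15), rose (camera adjusted p = 6.81e-05, and adjusted p = 0.71 with an estimated correlation), with log2 changes of -4.15 for *Kcnip4*, -3.71 for *Kcnab1* and -2.80 for *Kcna1*. Of 34 genes of transmitter release, 15 fell and 5 rose (18 and 5 when adjusted over the list alone; camera adjusted p = 0.0785). *Rab3c* (-3.97), *Vamp1* (-3.26) and *Slc17a7*, the vesicular glutamate transporter vGlut1 (-1.40, standard error 0.25, adjusted p = 0.0015), were among those that fell. Of 36 genes of oxidative phosphorylation, 19 fell and none rose (22 lower when adjusted over the list alone; camera adjusted p = 1.75e-05, and adjusted p = 0.77 with an estimated correlation). The size of that count rested on few arrays, with 8 genes lower without wild-type TrkC GFPon replicate 1 and 11 without *NT3-/-Bax-/-* TrkC GFPon replicate 1.

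Markers of other cells moved less evenly in these arrays. Of 17 glial markers 5 fell and none rose (3 fell without wild-type TrkC GFPon replicate 1, and 1 rose without *NT3-/-Bax-/-* TrkC GFPon replicate 2). Of 10 fibroblast markers 3 rose and 2 fell, and none fell without any 1 of the 8 wild-type or *mlc NT3* arrays. The fibroblast marker *Col3a1* had log2 values of 8.76 and 8.18 in *NT3-/-Bax-/-* TrkC GFPon arrays. It had 5.45 and 4.53 in wild-type and 7.31 and 4.35 in *Bax-/-* TrkC GFPon arrays. Fibroblast transcripts in the sorted cells were not separated from rises in the neurons. The 13 nociceptor markers split into 3 that rose, such as *Trpv1* (1.26), and 2 that fell (4 without *NT3-/-Bax-/-* TrkC GFPon replicate 2). From the lists of affected probe sets and the single genes, the paper concludes that loss of NT3 affects a selective subset of proprioceptor-enriched genes and that most of those affected are downregulated.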

**Figure 3:**
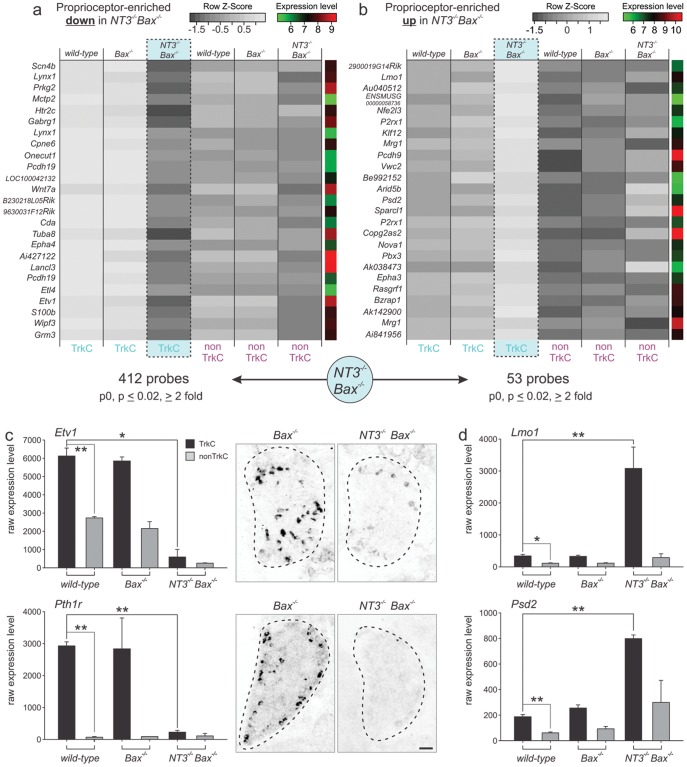
NT3 deletion alters proprioceptor gene expression. (a, b) Analysis of 25 downregulated (a) or upregulated (b) probes with highest fold changes in *NT3^−/−^Bax^−/−^* mice relative to wild-type is displayed. Average values of p0 TrkC^on^ proprioceptors (left; TrkC) and TrkC^off^ non-proprioceptors (right; non-TrkC) isolated from wild-type, *Bax^−/−^* and *NT3^−/−^Bax^−/−^* mice are shown. Grey scale values represent row z-score values and log unit average expression values are shown to the right of each probe (scales plotted top right of each panel). Probe names are displayed to the left of each row. The number of probes regulated in proprioceptors (p≤0.02; regulation ≥2 fold) is shown below the plots. (c, d) Detailed expression analysis of two individual genes downregulated (*Etv1* and *Pth1r*) and two genes upregulated (*Lmo1* and *Psd2*) in proprioceptors of *NT3^−/−^Bax^−/−^* but not in *Bax^−/−^* mice is shown (Affymetrix analysis: y-scale displays raw expression values; ± SEM). For *Etv1* and *Pthr1*, also *in situ* hybridization results on p0 lumbar DRG of in *Bax^−/−^* and *NT3^−/−^Bax^−/−^* mice are displayed to the right (Scale bar = 50 µm).

### Surplus Skeletal Muscle NT3 Expression Alters Proprioceptor Gene Expression

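*mlc NT3* mice express NT3 in skeletal muscle from a myosin light chain promoter. According to the methods, these mice also have more proprioceptive neurons in their lumbar DRG. A difference in the neurons sorted was therefore not separated from a change in expression. The TrkC GFPon and TrkC GFPoff populations of *mlc NT3* mice were profiled at p0 on 2 arrays each. The authors compared them with wild-type by an analysis of variance at p ≤ 0.02 and a fold of at least 1.5, and the same thresholds were applied here, with the limma fit of all 16 p0 arrays, within the 1932 proprioceptor-enriched probe sets. With 2 arrays per group and the spread of these arrays, 29% of probe sets given a simulated difference of 1 on the log2 scale and 88% of those given a difference of 2 were recovered at an adjusted p under 0.05. At the study's thresholds, without adjustment, 580 probe sets of the whole array passed in the same simulation although nothing had been added to them, and in the real comparison 1139 of the whole array passed, 488 higher and 651 lower.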

Since complete genetic elimination of NT3 by virtue of studying *NT3^−/−^Bax^−/−^* mice revealed pronounced effects on gene expression in proprioceptors, we next sought to determine whether raising NT3 levels in skeletal muscles would also affect proprioceptor gene expression. Previous work demonstrated that altering NT3 levels genetically to abnormally high values by transgenic expression of NT3 using the skeletal muscle promoter myosin light chain (*mlc*) leads to a dramatic breakdown of the specificity in central connectivity between group Ia proprioceptors and motor neurons [21], [22], suggesting that accurate muscular NT3 levels influence central connectivity by retrograde signaling.

A genome-wide analysis of gene expression differences showed 101 probe sets with significant upregulation in proprioceptors of *mlc^NT3^* mice compared to wild-type (Fig. 4a; ANOVA p≤0.02; regulation ≥1.5 fold). Conversely, 173 probe sets scored as significantly downregulated in proprioceptors of *mlc^NT3^* mice (Fig. 4b; ANOVA p≤0.02; regulation ≥1.5 fold). 

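Within the proprioceptor-enriched probe sets, 79 were higher and 187 lower in *mlc NT3* than in wild-type proprioceptors, naming 68 and 129 genes. Of these, 10 of the higher and 16 of the lower probe sets also passed an adjusted p under 0.05. Over the whole array 62 probe sets were higher and 32 lower at that level in *mlc NT3* proprioceptors, and 2663 (5.91%) had an unadjusted p under 0.05.

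Among the rises with surplus NT3, *Trhr*, the receptor for thyrotropin-releasing hormone, averaged 705 ± 95 (SD, n = 2 arrays) in *mlc NT3* and 51.6 ± 9.9 (SD, n = 2) in wild-type proprioceptors, a log2 difference of 3.78 (standard error 0.26, adjusted p = 2.07e-04). *Kcnc2*, a potassium channel of fast-spiking neurons, averaged 1480 ± 127 (SD, n = 2) against 183 ± 21 (SD, n = 2), a difference of 3.02 (standard error 0.25, adjusted p = 3.58e-04), and *Myo16*, an unconventional myosin, 1277 ± 163 (SD, n = 2) against 160 ± 4.0 (SD, n = 2), a difference of 2.99. Among the falls, *Lox*, a collagen cross-linking enzyme, averaged 143 ± 23 (SD, n = 2) against 1320 ± 219 (SD, n = 2) and fell by 3.21 (standard error 0.27, adjusted p = 3.63e-04). The transcription factor *Bcl11a* averaged 140 ± 29 (SD, n = 2) against 849 ± 125 (SD, n = 2) and fell by 2.61 (standard error 0.28, adjusted p = 0.00203). Each of these 5 calls held when any 1 array was left out, whereas the total of 94 probe sets did not and was 20 or 13 without wild-type replicate 1 or 2 and 31 or 15 without *mlc NT3* replicate 1 or 2. The enriched probe sets at the study's thresholds moved too, to 45 or 46 higher without wild-type replicate 1 or 2 and 45 without *mlc NT3* replicate 1, and to 109 or 108 lower without wild-type replicate 1 or *mlc NT3* replicate 2.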

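*Igf1* averaged 3600 ± 560 (SD, n = 2 arrays) in *mlc NT3* and 1668 ± 62 (SD, n = 2) in wild-type proprioceptors, a log2 difference of 1.10 (standard error 0.40, adjusted p = 0.62). This *Igf1* probe set is listed in Table S1, and the values drawn in Fig. 4 are closest to another one, whose test is not given here. *Shc4*, an adaptor of receptor tyrosine kinases, averaged 1590 ± 4.7 (SD, n = 2) and 536 ± 31 (SD, n = 2), a log2 difference of 1.57 (standard error 0.43, adjusted p = 0.30). *Tacr3*, the neurokinin B receptor, averaged 239 ± 31 (SD, n = 2) and 867 ± 75 (SD, n = 2), a log2 difference of -1.86 (standard error 0.67, adjusted p = 0.61). *Myb*, a transcription factor of proliferating progenitors, averaged 20.1 ± 0.6 (SD, n = 2) and 144 ± 15 (SD, n = 2). It fell by 2.84 on the log2 scale (standard error 0.33, adjusted p = 0.00384), a call lost without *mlc NT3* replicate 1 (adjusted p = 0.0502) or 2 (adjusted p = 0.0716) or without either wild-type array (adjusted p = 0.0749 without replicate 1). The differences of *Igf1*, *Shc4* and *Tacr3* exceeded the spread between their arrays but did not pass adjustment over all probe sets.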

Again, these gene expression changes could be analyzed at the level of individual genes (Fig. 4c, d, data not shown), where for example the genes encoding for insulin-growth factor 1 (*Igf1*) and Src homology 2 domain containing family member 4 (*Shc4*) were upregulated in *mlc^NT3^* mice (Fig. 4c), whereas Tachykinin receptor 3 (*Tacr3*) and Myoblastosis oncogene (*Myb*) were downregulated (Fig. 4d). Interestingly, Igf1 had previously been identified as upregulated by the application of NGF and BDNF to distal axons of cultured DRG neurons [35]. In *mlc^NT3^* mice, as was the case for *NT3^−/−^Bax^−/−^* mice, we observed many genes with enriched expression in wild-type proprioceptors, but without perturbation in expression by raising peripheral NT3 levels (data not shown). Together, these findings demonstrate that not only complete elimination of *NT3* affects gene expression in proprioceptors, but also raising NT3 levels in skeletal muscles leads to profound and significant gene expression changes in proprioceptors, pointing to possible molecular entry points to understand the observed central connectivity defects in *mlc^NT3^* mice [22]. 

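The ERK target genes differed from wild-type in opposite directions with surplus NT3 and without NT3. In *mlc NT3* proprioceptors the list was higher (camera adjusted p = 1.77e-10, and adjusted p = 0.00219 with an estimated correlation), with 2 members called, *Spry4* (log2 2.16, standard error 0.33, adjusted p = 0.0243) and *Spred3* (1.15, standard error 0.19, adjusted p = 0.0322), both inhibitors of ERK activation, 6 higher when adjusted over the list alone, and none lower. *Dusp6*, a phosphatase of ERK, had a log2 difference of 2.04 (standard error 0.51, adjusted p = 0.22). The calls of *Spry4* and *Spred3* were each lost without either wild-type or either *mlc NT3* proprioceptor array (adjusted p of 0.133 to 0.257 for *Spry4*), but the list remained higher, with an adjusted p of at most 0.0198 with an estimated correlation, when any 1 of the 16 arrays was left out. The proprioceptor markers did not move with them, the log2 differences being -0.18 for *Pvalb*, -0.53 for *Runx3* and -0.17 for *Ntrk3*, none past the adjusted threshold. Markers of glia, fibroblasts, endothelium and erythrocytes had no member called in *mlc NT3* proprioceptors with limma. Of 13 neurotrophic factor receptors, *Gfra3*, the artemin receptor, fell by 1.59 (adjusted p = 0.0026), and 5 were lower when adjusted over the list alone (camera adjusted p = 3.71e-04, and adjusted p = 0.11 with an estimated correlation). The call of *Gfra3* was lost without wild-type TrkC GFPon replicate 1 (adjusted p = 0.0659) or *mlc NT3* TrkC GFPon replicate 2 (adjusted p = 0.0506). From the changes in *mlc NT3* proprioceptors the paper concludes that raised muscle NT3 also changes gene expression in proprioceptors, and proposes these genes as entry points to the connectivity phenotype of these mice.

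**Figure D2:**
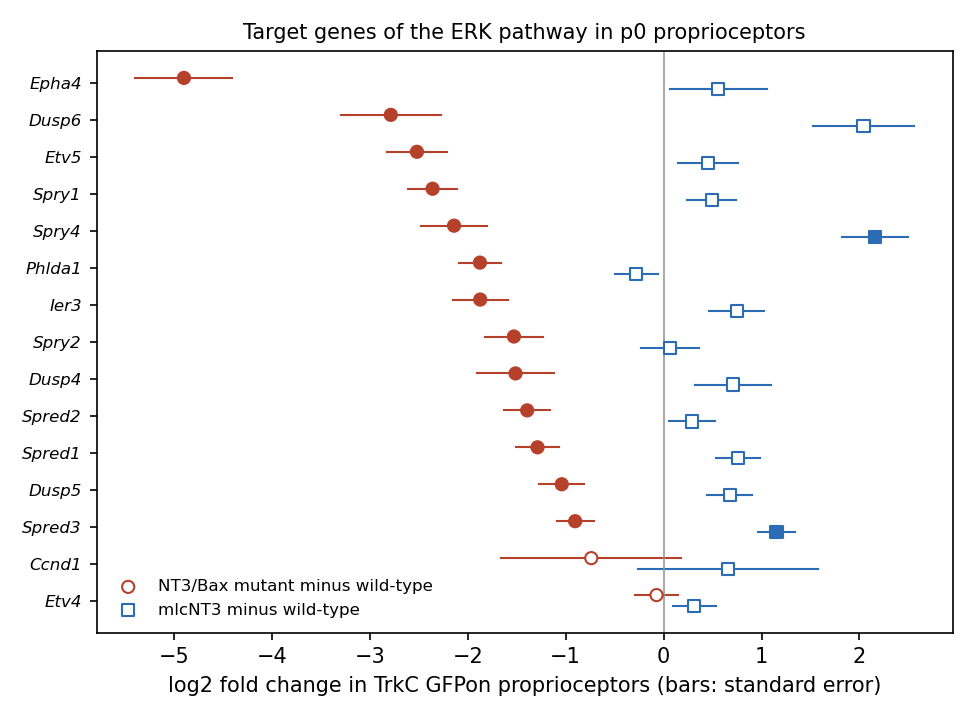
Log2 fold change of the 15 ERK target genes in TrkC GFPon proprioceptors of *NT3-/-Bax-/-* (circles) and *mlc NT3* mice (squares) against wild-type, n = 2 arrays per genotype. Bars are standard errors, filled symbols have an adjusted p under 0.05. Without NT3 the values run from -4.90 (*Epha4*) to -0.07 (*Etv4*), and with surplus NT3 from -0.28 (*Phlda1*) to 2.16 (*Spry4*).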

Not unexpectedly though, expression changes detected in *mlc^NT3^* mice were less dramatic and numerous than in *NT3^−/−^Bax^−/−^* mice.

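At an adjusted p under 0.05 over all probe sets, 11716 differed from wild-type in *NT3-/-Bax-/-* proprioceptors, 225 in *Bax-/-* proprioceptors and 94 in *mlc NT3* proprioceptors. With only the compared groups in the fit, the *mlc NT3* count was larger than the *Bax-/-* count, so that their order is not settled. With wild-type replicate 1 or 2 left out the *NT3-/-Bax-/-* count was 7044 or 7247 and the *mlc NT3* count 20 or 13. The *Bax-/-* count was 11 or 9 without those arrays and 1151 without *Bax-/-* replicate 1. The largest fall in *NT3-/-Bax-/-* proprioceptors among the named genes was that of *Reg3b* (-7.83 on the log2 scale), and the largest rise with surplus NT3 was that of *Rnase10* (3.96, standard error 0.33, adjusted p = 3.58e-04). *Rnase10*, a member of the ribonuclease A family, had values that differed widely in *mlc NT3* mice, 776 ± 490 (SD, n = 2 arrays) against 45.1 ± 10.5 (SD, n = 2) in wild-type proprioceptors. The wild-type mean lay below a log2 value of 6, the limit of the filter on dim probe sets. The size and rank of this rise are therefore uncertain.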

**Figure 4:**
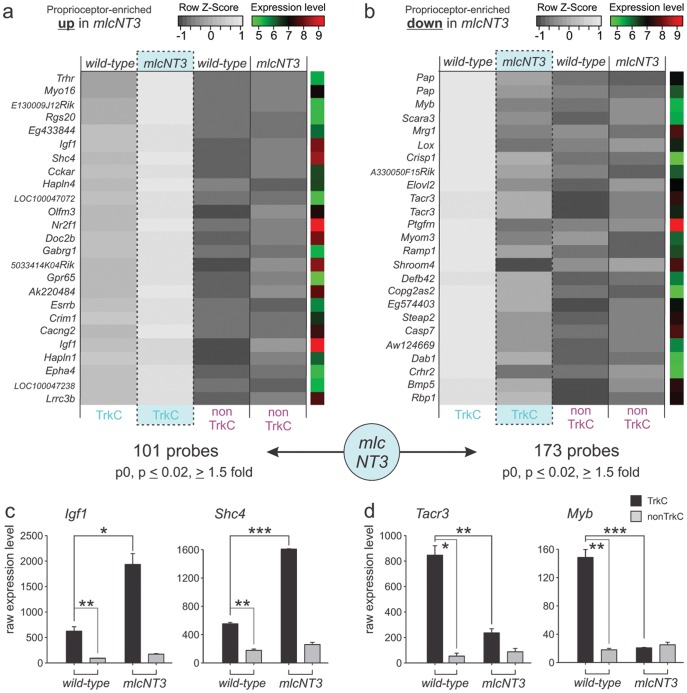
Surplus skeletal muscle NT3 alters proprioceptor gene expression. (a, b) Analysis of 25 upregulated (a) or downregulated (b) probes in *mlc^NT3^* mice is displayed. Average values of p0 TrkC^on^ proprioceptors (left; TrkC) and TrkC^off^ non-proprioceptors (right; non-TrkC) isolated from wild-type and *mlc^NT3^* mice are shown. Grey scale values represent row z-score values and log unit average expression values are shown to the right of each probe (scales plotted top right of each panel). Probe names are displayed to the left of each row. The number of probes regulated in proprioceptors (p≤0.02; regulation ≥1.5 fold) is shown below the plots. (c, d) Detailed expression analysis of two individual genes upregulated (*Igf1* and *Shc4*) and two genes downregulated (*Tacr3* and *Myb*) in proprioceptors of *mlc^NT3^* mice is shown (Affymetrix analysis: y-scale displays raw expression values; ±SEM).

### Anti-correlative Proprioceptor Gene Expression Profiles by Genetic *NT3* Manipulation

We next performed an analysis of genes with proprioceptor-enriched expression and regulated by NT3 signaling using more stringent criteria, by combining the two strategies of genetic manipulations, elimination of NT3 in *NT3^−/−^Bax^−/−^* mice and rise of NT3 in *mlc^NT3^* mice. We reasoned that genes with anticorrelative expression profiles in proprioceptors isolated from these mice would likely be those most perceptive in sensing NT3 level changes, and therefore react in opposite directions by adjusting expression in response to altered peripheral signaling. Since most proprioceptor-genes with significant expression changes in *NT3^−/−^Bax^−/−^* mice were downregulated (probes: 412 down vs 53 up; Fig. 5a), we were most interested in which ones of these genes were upregulated in *mlc^NT3^* mice. In this anti-correlative analysis, 41 probes matched these criteria (Fig. 5a, b; 41/101 probes; Table S1). These findings indicate that ∼40% of all genes upregulated upon rising peripheral NT3 were regulated in the opposite direction upon complete genetic elimination of NT3, whereas ∼90% of genes downregulated in *NT3^−/−^Bax^−/−^* mice were not altered in *mlc^NT3^* mice. 

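Of the probe sets that fell without NT3, 45 rose with surplus NT3, and these named 40 genes. They included *Igf1*, *Shc4*, *Adcy8*, an adenylyl cyclase (log2 -4.17 without and 1.02 with surplus NT3), *Crh*, corticotropin-releasing hormone (-2.65 and 3.12), *Rgs20*, a regulator of G protein signaling (-1.12 and 1.77), *Gas6*, a ligand of TAM receptors (-2.05 and 0.73), *Ndst4*, a heparan sulfate enzyme (-2.65 and 0.91), *Crim1* (-2.64 and 1.09) and the ERK pathway inhibitor *Spred1* (-1.09 and 1.03). With surplus NT3 only a few of them passed an adjusted p under 0.05, among them *Crh* (adjusted p = 0.0239) and *Rgs20* (adjusted p = 0.00938). *Crh* lost that call without wild-type replicate 2 (adjusted p = 0.26) or either *mlc NT3* array (adjusted p = 0.199 and 0.106), and *Rgs20* without wild-type replicate 1 (adjusted p = 0.148) or 2 (adjusted p = 0.12) or *mlc NT3* replicate 2 (adjusted p = 0.0699).

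Lists of 932 and 79 probe sets drawn independently from the 1932 enriched ones would share 38.1, so that the overlap was 1.18 times that number. Both comparisons used the same 2 wild-type arrays, so that independent lists do not give the overlap without change. In 100 simulated draws with these shared arrays and no change, the overlap averaged 0.02 probe sets and was at most 1. These draws held no effect of NT3 loss or surplus, so that they cannot test an overlap of lists this long. With wild-type replicate 1 or 2 left out the overlap was 25 or 26, and without *mlc NT3* replicate 1 it was 25. The paper proposes that genes moving in opposite directions under the 2 manipulations are those most perceptive of changes in NT3 level.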

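In these counts, 45 of 79 probe sets that rose with surplus NT3 (57.0%) fell without NT3, and 887 of 932 that fell without NT3 (95.2%) did not rise with surplus NT3. Among the latter were *Pvalb*, *Htr2c*, *Grm3* and *Pth1r*. The paper's Table S1 lists *Grm3* as anticorrelated, with a log2 change of 0.58 with surplus NT3. The change here was also 0.58 but did not pass the study's thresholds (limma, unadjusted p = 0.29). A further 87 probe sets fell under both manipulations, where independent lists would share 90.2, and 1 rose under both, against 4.66 for independent lists. In the simulated draws with shared arrays and no change, 3.68 fell and 0.66 rose under both on average (at most 8 and 5).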

The opposite anticorrelative analysis identified 15 probes with increased expression in *NT3^−/−^Bax^−/−^* mice and decrease in *mlc^NT3^* mice (Fig. 5a, c; Table S1).

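Here 25 probe sets rose without NT3 and fell with surplus NT3, naming 12 genes. *Meis2*, a transcription factor, had log2 differences of 2.30 without NT3 and -2.31 with surplus NT3, *Pbx3* of 1.88 and -0.70 and *Hoxc10* of 1.22 and -0.87. The others included the ATP receptor *P2rx1* (2.10 and -0.74), the reelin adaptor *Dab1* (1.09 and -0.94) and the kainate receptor subunit *Grik2* (1.61 and -1.19). With surplus NT3 none of these 6 genes passed adjustment (adjusted p = 0.11 for *Meis2* to 0.51 for *Hoxc10*). In 100 simulated draws with the shared wild-type arrays and no change, at most 1 probe set (mean 0.01) changed in these 2 directions. As the draws held no effect of NT3, they cannot test the overlap. The overlap made up 13.4% of the 187 probe sets that fell with surplus NT3 and was 2.27 times the 11.0 that independent lists would share. It was 12 without wild-type replicate 1.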

**Figure 5:**
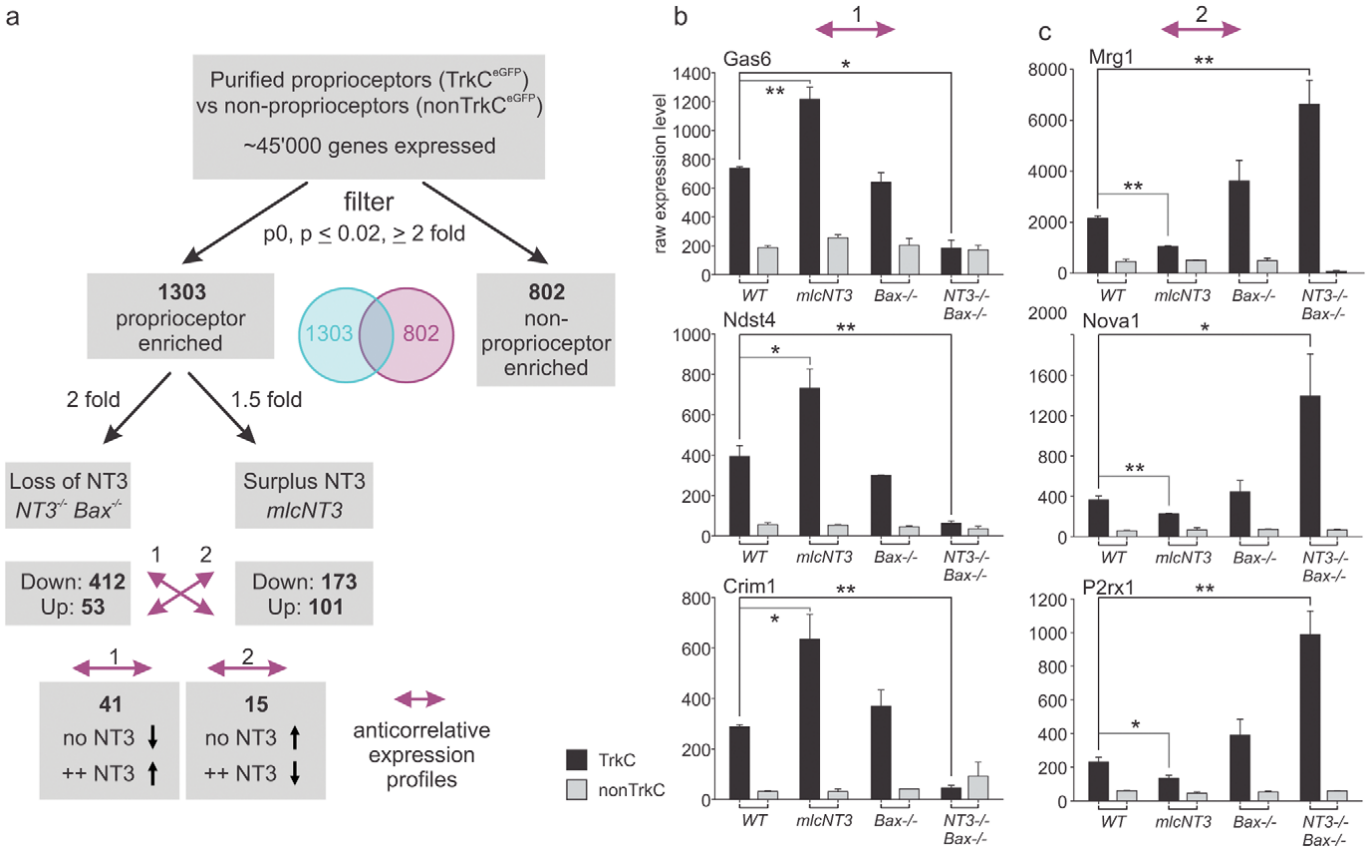
Genes with anticorrelation in NT3 regulation profiles. (a) Flow diagram to illustrate analysis of gene expression data extracted from proprioceptors and non-proprioceptors of various mouse strains. To isolate genes with anticorrelative expression profile, genes with expression changes in opposing directions in proprioceptors of *NT3^−/−^Bax^−/−^* mice and *mlc^NT3^* mice were isolated (purple arrows 1 and 2). (b, c) Detailed expression analysis of three individual genes following anticorrelation scheme 1 (*Gas6*, *Ndst4*, and *Crim1*) and three genes following scheme 2 (*Mrg1*, *Nova1*, and *P2rx1*). Affymetrix analysis: y-scale displays raw expression values; ± SEM.

### *Gabrg1* Exhibits Anticorrelative NT3 Regulated Expression Profile in Proprioceptors

Of the list of genes regulated in an anticorrelative manner in proprioceptors of *NT3* signaling mutants, *Gabrg1*, a gene encoding a subunit of the GABAA receptor family [36], [37], [38] showed a very striking expression profile across all mutants. *In situ* hybridization on p0 DRG showed the almost complete absence of *Gabrg1* expression in *TrkC* mutant DRG when compared to wild-type (Fig. 6a), as well as an increase in cells expressing *Gabrg1* in *mlc^NT3^* mice (Fig. S1). 

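*Gabrg1* is represented by 2 probe sets, and both were far lower without NT3. The one whose values Fig. 6 and Fig. 7 show had a log2 difference of -2.88 in *NT3-/-Bax-/-* proprioceptors (standard error 0.30, adjusted p = 4.06e-05), and the other, brighter one of -5.58 (standard error 0.40, adjusted p = 3.24e-06). With surplus NT3 their log2 differences were 1.36 (standard error 0.30, adjusted p = 0.13) and 0.94 (standard error 0.40, adjusted p = 0.77), neither past adjustment over all probe sets. In wild-type mice both were higher in proprioceptors than in non-proprioceptors, by 2.47 (standard error 0.30, adjusted p = 2.20e-04) and 4.53 (standard error 0.40, adjusted p = 2.06e-05). In *Bax-/-* proprioceptors the probe set of Fig. 6 had a log2 difference of -1.06 (adjusted p = 0.15) that passed the study's thresholds without adjustment, so that the *Bax* exclusion left it out of the anticorrelated set, whereas the brighter one had -0.58 (adjusted p = 0.61). Against *Bax-/-* proprioceptors the log2 difference of the probe set of Fig. 6 without NT3 was -1.82 (adjusted p = 0.00138), and the brighter one was also lower (adjusted p = 1.09e-05). In TrkC GFPoff neurons no mutant passed the test for either probe set, with log2 differences between -0.62 and 0.85. The population difference itself was tested, for the probe set of Fig. 6 with an interaction of -2.44 (adjusted p = 0.00303) for the loss of NT3 and of 1.50 (adjusted p = 0.62) for surplus NT3. Of 13 measured genes of GABA-A receptor subunits, 3 rose and 2 fell without NT3, *Gabra2* (-5.23) among those that fell and *Gabrb2* (3.11) among those that rose, and none was called with surplus NT3.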

Assessing individual Affymetrix microarray profiles of *Gabrg1*, we found that its expression was nearly completely downregulated in *NT3^−/−^Bax^−/−^* mice while increased significantly and selectively in proprioceptors of *mlc^NT3^* mice, whereas expression in non-proprioceptor populations was not altered in any of the mutants and was at low levels throughout (Fig. 6b).

**Figure 6:**
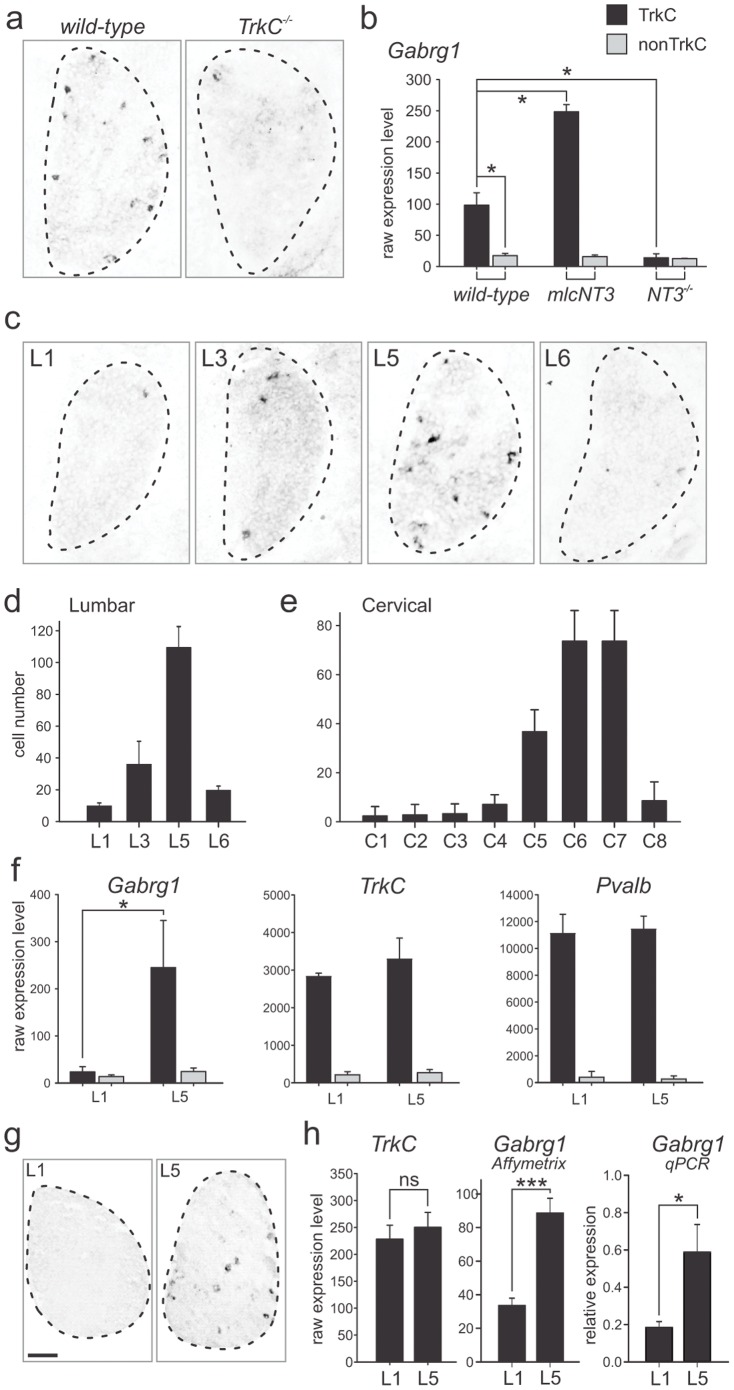
*Gabrg1* expression in proprioceptors in rostro-caudal gradient and regulated by NT3. (a) *In situ* hybridization experiments demonstrating downregulation of *Gabrg1* expression in p0 *TrkC* mutant L5 DRG when compared to wild-type. (b) Affymetrix expression value analysis of *Gabrg1* in proprioceptors (TrkC) and non-proprioceptors (nonTrkC) of wild-type (left), *mlc^NT3^* (middle) and *NT3^−/−^Bax^−/−^* (right) mice (y-scale displays raw expression values; ±SEM). Note selective upregulation of *Gabrg1* in proprioceptors of *mlc^NT3^* and downregulation in *NT3^−/−^Bax^−/−^* mice compared to wild-type values, in absence of gene expression changes in non-proprioceptors. (c–e) *In situ* hybridization analysis of *Gabrg1* expression on p0 wild-type DRG, displaying representative images from lumbar levels L1, L3, L5 and L6 (c) and quantification of cell numbers at lumbar (d) and cervical (e) rostro-caudal levels (n = 3 animals; ±SEM). (f) Affymetrix expression value analysis of *Gabrg1*, *TrkC*, and *Pvalb* at L1 and L5 (y-scale displays raw expression values; ±SEM). (g, h) Analysis of *Gabrg1* expression in adult DRG by *in situ* hybridization (g: L1 and L5; scale bar = 80 µm), Affymetrix gene expression values (h; n = 3; ±SEM), and quantitative PCR (h; n = 3; ±SEM). In comparison, Affymetrix expression values of *TrkC* are not significantly different between L1 and L5 adult DRG (h; n = 3; ±SEM).

Performing *in situ* hybridization experiments, we noticed an unequal density of *Gabrg1^on^* cells along the rostro-caudal axis. Since lumbar DRG were pooled for Affymetrix microarray analysis, this observation prompted us to carefully quantify the number of cells detected at different segmental levels by *in situ* hybridization. We found a progressive increase in the number of *Gabrg1^on^* cells from L1 toL5, and a drop at the L6 level (Fig. 6c, d). In addition, quantitative assessment of *Gabrg1^on^* cell number across cervical level DRG C1-C8 revealed a similar gradient in expression as at lumbar levels, with low numbers of *Gabrg1^on^* cells at C1–C4, and gradually increasing numbers at C5–C7 (Fig. 6e). To assess whether this rostro-caudal number increase is independent of the higher number of TrkC^on^ neurons at L5 than L1 lumbar DRG, we isolated p0 *TrkC^GFPon^* proprioceptors separately from L1 and L5 DRG by FACS and acquired genome-wide Affymetrix expression profiles. 

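TrkC GFPon and TrkC GFPoff neurons of wild-type p0 mice were sorted from L1 and from L5 DRG. The files hold 2 arrays for L1 proprioceptors and 3 for each of L5 proprioceptors, L1 non-proprioceptors and L5 non-proprioceptors. The authors analysed these arrays as those of the pooled DRG, but collected 100 cells per sample for them against an average of 350. The 11 arrays were analysed here in a limma fit of their own, with L5 minus L1 tested within each population and the difference between the populations tested as an interaction. In simulated data with the spread of these arrays, 64% of probe sets that differed by 1 on the log2 scale were recovered at an adjusted p under 0.05.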

We found that while *TrkC* and *Pvalb* expression levels in *TrkC^GFPon^* proprioceptors are constant across these segmental levels and consistently highly enriched compared to their expression in non-proprioceptors, *Gabrg1* expression levels increase between L1 and L5 selectively in proprioceptors (Fig. 6f). These findings demonstrate that the observed increase in *Gabrg1^on^* cell number across rostro-caudal lumbar levels is independent of *TrkC^GFPon^* proprioceptor numbers.

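*Gabrg1* was higher at L5 than at L1 in proprioceptors, while *Ntrk3* and *Pvalb* were not. The *Gabrg1* probe set of Fig. 6 averaged 242 ± 103 (SD, n = 3 arrays) at L5 and 22.7 ± 10.5 (SD, n = 2) at L1, a log2 difference of 3.40 (standard error 0.41, adjusted p = 0.00989, and adjusted p = 0.0812 without L1 TrkC GFPon replicate 1). In TrkC GFPoff neurons it averaged 24.1 ± 7.5 (SD, n = 3) and 13.4 ± 3.2 (SD, n = 3), a log2 difference of 0.83 (standard error 0.37, adjusted p = 0.92), and the interaction of level and population was 2.57 (adjusted p = 0.18). The call in proprioceptors was also lost with the methods' t-test after adjustment (adjusted p = 0.76). It was lost too in a limma fit of the 2 compared groups alone (adjusted p = 0.16). *Pvalb* averaged 11360 ± 911 (SD, n = 3) at L5 and 11072 ± 1376 (SD, n = 2) at L1 in proprioceptors, a log2 difference of 0.04 (standard error 0.88, adjusted p = 1.00), and *Ntrk3* 3278 ± 558 (SD, n = 3) and 2819 ± 91 (SD, n = 2), a log2 difference of 0.20 (standard error 0.30, adjusted p = 0.91).

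Other genes also differed by level in proprioceptors, 120 probe sets being higher and 59 lower at L5. The Y-linked transcript *Eif2s3y* had a log2 value of 5.33 in L1 TrkC GFPon replicate 1 and 10.3 in replicate 2. In the L5 TrkC GFPon arrays it ran from 9.76 to 9.96. Sex-linked transcripts were thus not balanced between the levels, and an effect of sex on these counts was not tested. *Vip*, the vasoactive intestinal peptide, averaged 2070 ± 846 (SD, n = 3) at L5 and 35.0 ± 1.6 (SD, n = 2) at L1, a log2 difference of 5.79 (standard error 0.30, adjusted p = 3.07e-05). *Synpr*, a synaptic vesicle protein, averaged 1317 ± 264 (SD, n = 3) and 106 ± 43 (SD, n = 2), a difference of 3.68 (standard error 0.23, adjusted p = 1.60e-04), and *Trhr*, which also rose with surplus NT3, 69.6 ± 5.9 (SD, n = 3) and 12.2 ± 1.7 (SD, n = 2), a difference of 2.51 (standard error 0.22, adjusted p = 0.0028). Of 13 GABA-A receptor subunit genes, 3 were higher at L5, *Gabra4* (2.09), *Gabrb1* (1.26) and *Gabrg1*, and none was lower (5 higher when adjusted over the list alone; camera adjusted p = 2.07e-04, and adjusted p = 0.17 with an estimated correlation). None of the subunit genes was called with limma without L1 TrkC GFPon replicate 1 or 2 or L5 TrkC GFPon replicate 2, and 1 without L5 TrkC GFPon replicate 1. Without L1 TrkC GFPon replicate 1 or 2 the 179 probe sets that differed by level were 27 or 99. From constant *TrkC* and *Pvalb* and increasing *Gabrg1* values, the paper concludes that the gradient of *Gabrg1 on* cells does not depend on the number of proprioceptors.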

To assess whether the subset restricted expression profile of *Gabrg1* is maintained in adult DRG, when GABA receptors are predicted to have a functional role, we first carried out *in situ* hybridization experiments at L1 and L5 DRG of adult mice (p35). We found that also in the adult, *Gabrg1* expression in lumbar DRG was confined to sparsely scattered cells and exhibited rostro-caudal density differences between L1 and L5 (Fig. 6g). These L1–L5 segmental differences were also observed at the level of entire DRG by using Affymetrix gene transcription profiling or quantitative PCR, comparing expression values between L1 and L5, whereas *TrkC* expression values in the same samples did not differ between these segmental levels (Fig. 6h). Together, these findings provide evidence that *Gabrg1* expression in lumbar DRG exhibits pronounced rostro-caudal differences also at adult stages, a pattern likely maintained from early postnatal stages.

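Whole L1 and L5 DRG of adult mice, unsorted, were profiled on 3 arrays per level in mice without running wheels and 3 per level in mice with running wheels. The authors selected level-enriched probe sets at p ≤ 0.02 and a fold of at least 1.5. All 12 adult arrays were analysed here in one limma fit, so that each comparison of 3 against 3 arrays used the spread of the 4 groups, and arrays of one group correlated at 0.994 or above. In simulated data with the spread of the control arrays, 95% of probe sets that differed by 1 on the log2 scale were recovered at an adjusted p under 0.05.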

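In control mice *Gabrg1* was higher at L5. The probe set of Fig. 6 averaged 82.6 ± 8.3 (SD, n = 3 arrays) at L5 and 31.0 ± 3.6 (SD, n = 3) at L1, a log2 difference of 1.41 (standard error 0.12, adjusted p = 8.80e-06), and the brighter one averaged 522 ± 19 (SD, n = 3) and 162 ± 42 (SD, n = 3), a difference of 1.73 (standard error 0.16, adjusted p = 2.36e-05). *Ntrk3* averaged 248 ± 29 (SD, n = 3) and 225 ± 26 (SD, n = 3), a difference of 0.14 (adjusted p = 0.57).

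Level differences of whole DRG reached markers of sensory neuron types. *Pvalb* was higher at L5 by 0.94 (standard error 0.12, adjusted p = 3.10e-04), at 1598 ± 261 (SD, n = 3) against 829 ± 79 (SD, n = 3), and 2 of 6 proprioceptor markers were higher and none lower (2 higher when adjusted over the list alone; camera adjusted p = 0.00339, and adjusted p = 0.14 with an estimated correlation). Of 13 nociceptor markers 6 were lower at L5 and none higher (9 lower when adjusted over the list alone; camera adjusted p = 8.37e-07, and adjusted p = 0.14 with an estimated correlation), among them the neuropeptide *Gal*, which fell by 1.30, and the irritant receptor *Trpa1*, by 0.86. The posterior patterning genes *Hoxc10* (2.92) and *Hoxa10* (1.77) were higher at L5, and the nicotinic receptor subunit *Chrna3* fell by 2.61 from L1 to L5. Markers of muscle and macrophages were also higher at L5 in these mice, 2 of 10 and 3 of 12 (camera adjusted p = 8.79e-05 and adjusted p = 3.53e-06, and adjusted p = 0.43 for each with an estimated correlation). These counts changed when 1 array was left out. Without control L5 replicate 1, 6 muscle and 9 macrophage markers were called. With limma 0 of either were called without control L1 replicate 2 or 3 or control L5 replicate 3. Without any 1 of 10 of the 12 arrays, 1 proprioceptor marker was called.

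**Figure D3:**
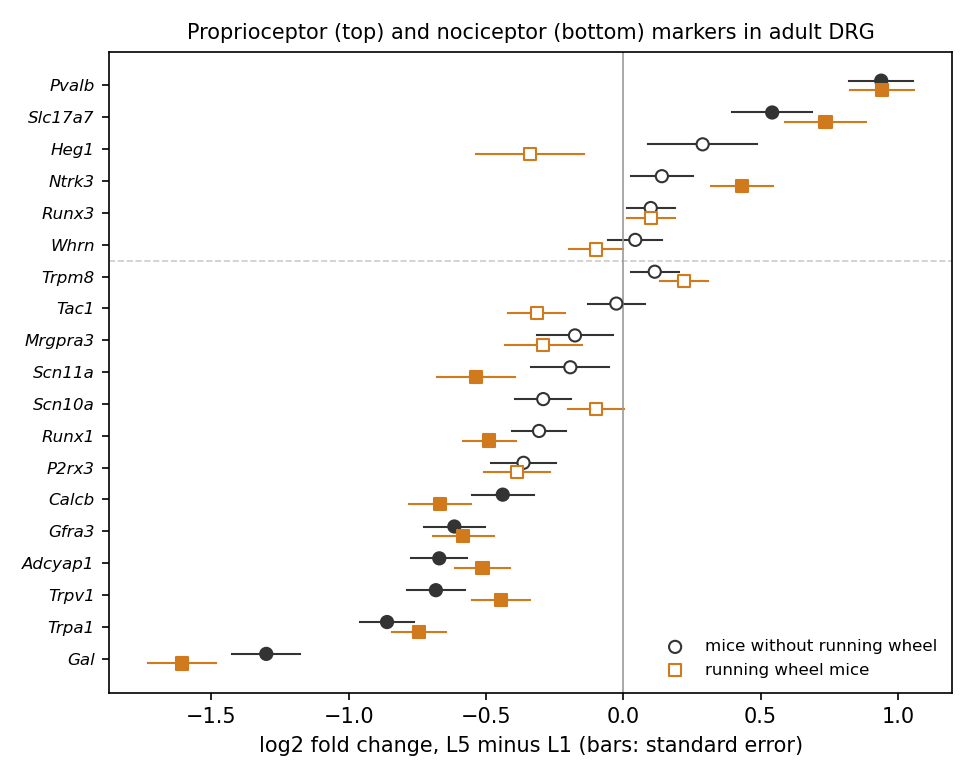
Log2 fold change between L5 and L1 DRG of adult mice without (circles) and with a running wheel (squares) for the proprioceptor markers (above the dashed line) and the nociceptor markers (below it), n = 3 arrays per group. Bars are standard errors, filled symbols have an adjusted p under 0.05. *Pvalb* lies at 0.94 and *Gal* at -1.30 in mice without a running wheel.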

### Regulation of Gene Expression in Sensory Neurons by Voluntary Running

*Gabrg1* is regulated by NT3 signaling and pronounced expression differences were detected at birth in mutants genetically eliminating NT3 or raising NT3 levels. These findings prompted us to probe whether there may also be conditions inducing transcriptional changes in adult DRG neurons, in particular upon implementation of behavioral protocols such as increased physical exercise. 

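Running wheel mice had access to a wheel for 5 weeks from p35, and their L1 and L5 DRG were profiled on 3 arrays per level beside 3 per level from mice without a wheel. The authors counted probe sets with higher values at L5 in each set of mice. In the limma fit of the 12 adult arrays, L5 minus L1 was tested in each set of mice, and running minus control at each level and the interaction of running and level were tested as well. As in control mice, 95% of simulated differences of 1 on the log2 scale were recovered at an adjusted p under 0.05.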

For this purpose, p35 mice were kept in cages with running wheels for 5 weeks before L1 and L5 DRG were isolated and compared by Affymetrix gene expression analysis (Fig. 7a). We found no significant changes in expression levels for *TrkA*, *TrkB*, *TrkC* and *Ret* analyzed at L1 and L5 in the two experimental groups (Fig. 7b). 

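Between running and control mice the log2 difference of *Ntrk3* (the brightest probe set of TrkC) was -0.12 (adjusted p = 0.75) at L1 and 0.18 (adjusted p = 0.48) at L5. For *Ntrk2* and *Ret* the brightest probe set was used, which is not the one closest to the values drawn in Fig. 7. *Ntrk2*, which encodes the BDNF receptor TrkB, differed by 0.13 and 0.05 and *Ret*, the receptor subunit for GDNF family ligands, by 0.23 and 0.01. *Pvalb* differed by 0.07 at both levels. None of these passed the test at either level. A weaker probe set of *Ntrk3* had a difference of -0.47 at L1 (adjusted p = 0.0499), a call that 10 of the alternative settings ended. Within running mice the brighter probe set of *Ntrk3* averaged 279 ± 17 (SD, n = 3 arrays) at L5 and 207 ± 20 (SD, n = 3) at L1. The gene for TrkA was not analysed here.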

Since we were particularly interested in genes with L5-enriched expression patterns, we first assessed the number of probes with this profile in mice with and without running wheel experience (ANOVA p≤0.02; regulation ≥1.5 fold). We found L5-enrichment for 219 probes in control mice, 547 probes in running wheel mice, and an overlap of 161 probes between the two samples (Fig. 7a). 

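With limma, 597 probe sets were higher at L5 than at L1 in control mice, 657 in running wheel mice and 262 in both, naming 438, 480 and 190 genes. The shared probe sets made up 43.9% of the control and 39.9% of the running list. In running mice the genes with the largest differences included *Hoxc10* (3.19), *Comp*, a cartilage matrix protein (2.67), *Olfm3* (2.28), *Hoxa10* (2.20) and the growth factor *Pdgfd* (2.10). The GABA-A receptor subunit genes *Gabra5* (0.83, adjusted p = 1.78e-04) and *Gabra2* (adjusted p = 0.0073) and the growth factor gene *Bdnf* (1.21) were also higher at L5 in these mice. Of 13 nociceptor markers 8 were lower at L5 in running mice and none was higher (10 and 1 when adjusted over the list alone; camera adjusted p = 3.05e-08, and adjusted p = 0.19 with an estimated correlation), with *Gal* falling by 1.61.

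Muscle markers had no member called between L5 and L1 in running mice, against 2 in control mice, and running minus control at L5 gave 5 lower muscle markers and 5 lower macrophage markers when adjusted over the lists alone and none over all probe sets with limma (camera adjusted p = 8.04e-06 and adjusted p = 3.73e-06, and adjusted p = 0.96 for each with an estimated correlation). With control L5 replicate 1 left out the control list held 910 probe sets. No probe set had an interaction of running and level at an adjusted p under 0.05 in the main limma fit, and 5169 had an unadjusted p under 0.05. Some probe sets were called with array weights, with a trended and robust variance, or when certain single arrays were left out.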

Since expression profiles were derived from whole DRG and purification of adult proprioceptors is technically not feasible, we next asked how many probes with higher expression values at L5 also scored as proprioceptor-enriched using the data from the p0 analysis. For mice without running wheel experience, 63/219 probes scored as p0 proprioceptor enriched (p≤0.02; regulation ≥1.5 fold), and 173/547 probes expressed with L5 enrichment in DRG isolated from mice with running wheel experience were also proprioceptor-enriched in p0 DRG (Fig. 7a). Lastly, we analyzed how many of these probes were also amongst the cohort of genes regulated by NT3 signaling in p0 proprioceptors. 

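Of the 597 probe sets higher at L5 in control mice, 159 (26.6%) were proprioceptor-enriched at p0 at 1.5 fold, and of the 657 in running mice 271 were (41.2%), against 3231 of all 45037 probe sets (7.17%). *Pvalb*, *Gabrg1*, *Olfm3* and *Pdgfd* were higher at L5 in both sets of mice. Probe sets were then counted as NT3-regulated when *NT3-/-Bax-/-* or *mlc NT3* proprioceptors differed from wild-type past the thresholds of the surplus NT3 comparison in either direction. Under this reading, 110 of the 159 (69.2%) and 190 of the 271 (70.1%) were NT3-regulated, naming 83 and 148 genes. Of all 1932 probe sets enriched at 2 fold, 48.2% fell and 5.90% rose without NT3 at that fold. These criteria are narrower than those of the shares above, so the values cannot be compared directly. The NT3-regulated share of all 3231 probe sets enriched at 1.5 fold is not given here. Whether the shares above are specific to probe sets higher at L5 was therefore not tested.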

We found that about half the probes with p0 proprioceptor enriched expression profiles also scored as p0 NT3 signaling-regulated (Fig. 7a; without running: 28/63 probes; with running wheel: 74/173 probes). Amongst the 74 NT3 regulated genes, *Gabrg1* exhibited a very distinct Affymetrix gene expression profile. Running wheel experience at the L1 level did not significantly alter *Gabrg1* expression, but at the L5 segmental level, showed a significant increase in expression detected at the whole DRG level, a feature that was also confirmed using quantitative PCR (Fig. 7b). Together, these findings support the notion that *Gabrg1* is not only regulated by peripheral retrograde signaling in subpopulations of DRG neurons at embryonic and neonatal stages, but its expression can still be modulated by behavioral interventions in the adult. In these behavioral experiments however, we have no evidence that upregulation is directly related to changes of NT3 levels in skeletal muscles, although it is interesting to note that a recent study demonstrated increased NT3 protein levels in hindlimb muscles upon physical exercise [39].

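At L5, *Gabrg1* was higher in running than in control mice by 1 of its 2 probe sets. The probe set shown in Fig. 7 averaged 149.5 ± 5.9 (SD, n = 3 arrays) in running and 82.6 ± 8.3 (SD, n = 3) in control L5 DRG, a log2 difference of 0.86 (standard error 0.12, adjusted p = 0.0142). That call was lost without control L5 replicate 2 (adjusted p = 0.063) or running L5 replicate 1 (adjusted p = 0.0535) or 2 (adjusted p = 0.0544). The brighter probe set averaged 736 ± 23 (SD, n = 3) and 522 ± 19 (SD, n = 3), a log2 difference of 0.49 (standard error 0.16, adjusted p = 0.13). At L1 the differences were 0.12 (adjusted p = 0.73) and 0.03 (adjusted p = 0.96). The interaction of running and level was 0.74 (adjusted p = 0.20) for the former and 0.46 (adjusted p = 0.45) for the latter. Between L5 and L1 of running mice both probe sets were higher at L5, by 2.15 (standard error 0.12, adjusted p = 1.04e-07) and 2.19 (standard error 0.16, adjusted p = 1.10e-06). *Bdnf*, whose product signals through TrkB, was also higher at L5 with running, by 1.00 (adjusted p = 0.0059, and adjusted p = 0.0535 without running L5 replicate 2). From the higher *Gabrg1* value at L5 after running, together with quantitative PCR, the paper proposes that *Gabrg1* can still be modulated by behavior in the adult.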

**Figure 7:**
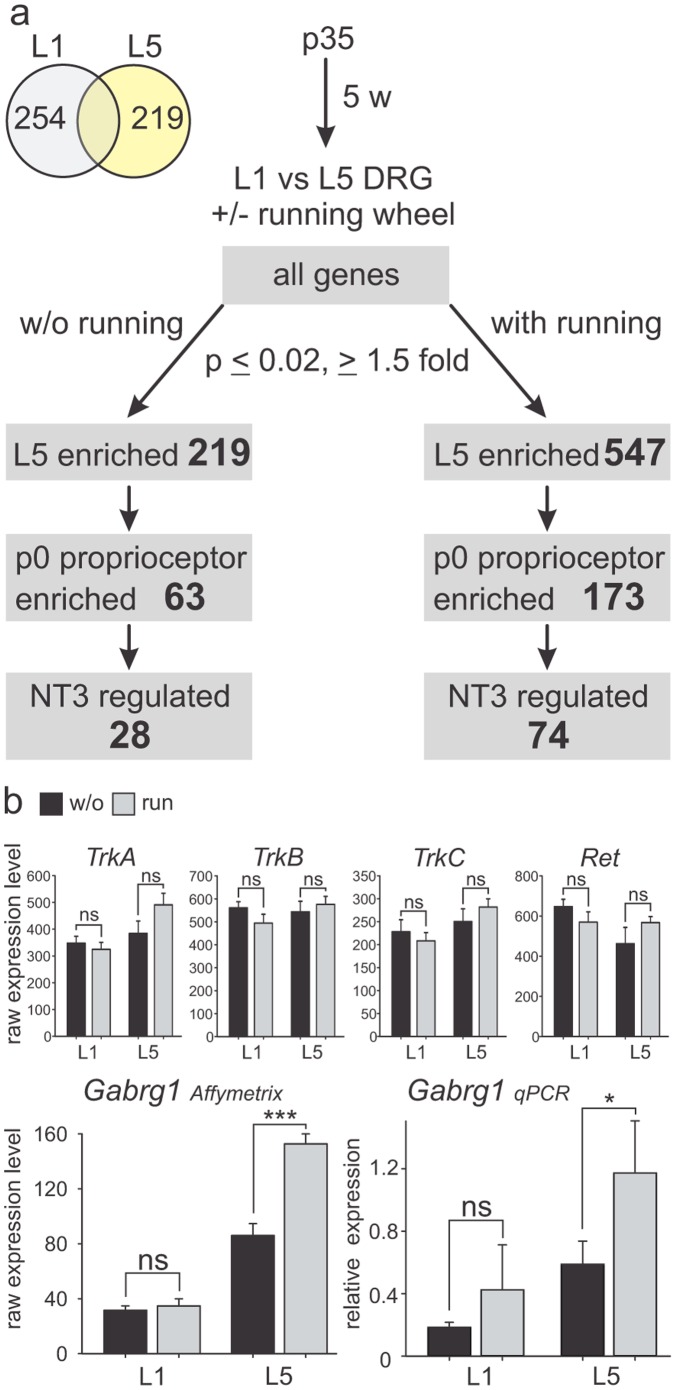
Voluntary running influences gene expression and *Gabrg1*. (a) Analysis of the influence of voluntary running wheel usage on gene expression in L1 and L5 adult DRG (p≤0.02; regulation ≥1.5 fold regulated). L5 enriched genes in each of the two conditions were compared to p0 proprioceptor enriched gene list and NT3-regulated genes in proprioceptors. Number of probes identified is indicated in respective grey boxes. (b) Analysis of *TrkA*, *TrkB*, *TrkC*, *Ret*, and *Gabrg1* expression in adult L1 and L5 DRG of mice with (grey bars) and without (w/o: black bars) running wheel experience, using Affymetrix gene expression analysis (left; n = 3; ±SEM) or quantitative PCR for *Gabrg1* (right; n = 3; ±SEM).

## Discussion

We used genome-wide gene expression profiling to determine the transcriptional consequences of NT3 signaling in proprioceptors. We found that the expression of many proprioceptor-enriched genes is dramatically regulated by genetic elimination of NT3. Combined with analysis of mice with surplus NT3 expression in skeletal muscles, we identify a specifically anticorrelated gene subset reacting in opposite directions to lower or higher NT3 levels in proprioceptors. We discuss our findings in the context of gene expression profiling experiments on neuronal subpopulations, work on retrograde signaling mechanisms involved in neuronal subpopulation specification, and possible roles for the regulation of synaptic signaling components in sensory circuit function.

### Identification of Subpopulation Specific Neuronal Gene Expression

Transgenic marking of proprioceptors in mice led to the isolation of a large number of genes with enriched expression in proprioceptors. The BAC transgenic line used in this study allowed us to separate TrkC^on^/Pvalb^on^/Runx3^on^ sensory neurons from TrkC^on^/Pvalb^off^/Runx3^off^ populations, which most likely represent mechanoreceptor subtypes innervating the skin [40], [41]. Neuronal purification was a prerequisite to success since proprioceptors only make up a minority of DRG neurons. Our observations add to a number of studies on gene expression profiling in the nervous system demonstrating that genes with highly enriched expression in defined neuronal subtypes making up small fractions of a sampled structure can be identified with much higher success rates upon neuronal purification [42]. Nevertheless, the proprioceptor population studied here does not represent a functionally unique population. It can be subdivided into group Ia/II afferents innervating muscle spindles and group Ib afferents targeting Golgi tendon organs in the periphery [8], [43], and both types of sensory organs in the muscle are innervated by *Pvalb* expressing sensory neurons [17]. In addition, individual proprioceptors only target one peripheral muscle and mechanisms controlling the establishment of axonal trajectories peripherally as well as the selection of specific central target neurons are currently unknown. The identification of genes expressed by proprioceptor subpopulations may provide an important entry point to study further diversification amongst proprioceptors, both with respect to functional subtypes as well as projection targets. Work on motor neurons provides evidence for dedicated molecular programs acting at the level of individual motor neuron pools projecting to distinct muscles as well as at the level of alpha- and gamma motor neuron subtypes innervating extra- and intrafusal muscle fibers [4], [27], [44]. Similar mechanistic insight is currently lacking for DRG subtypes, most likely due to the scattered neuronal cell body distribution, in contrast to the clustered organization of motor neurons. Our study demonstrates that this approach can successfully define genes with non-panproprioceptor expression profiles and provides a database to identify genes expressed in proprioceptors or subpopulations thereof for future studies.

### Cellular and Transcriptional Effects of Retrograde Signaling in Neuronal Subpopulations

The approach of isolating specific neuronal populations from mouse mutants allowed us to study the consequences of NT3 signaling on transcription in proprioceptors. NT3 represents an important signaling system not only for the control of proprioceptor cell survival [20], [25], [45], [46], [47], but from loss-of-function experiments preventing cell death phenotypes, it is also known to play a role in the establishment of the central trajectory of proprioceptors towards motor neurons [16]. In addition, overexpressing NT3 in skeletal muscles interferes with the establishment of specific synaptic connections between proprioceptors and motor neurons [22]. Our study provides insight into the transcriptional consequences of these NT3 level manipulations at the level of proprioceptors. We found that NT3 elimination in *NT3^−/−^Bax^−/−^* mice elicits a much more prominent downregulatory effect on gene expression than further raising expression in proprioceptors, suggesting that the normal role of NT3 is to mainly promote and/or enhance proprioceptor-specific gene expression. Changes in gene expression upon raising muscular NT3 levels were more modest, most likely reflecting the fact that not all genes have the ability to scale expression gradually in response to differing NT3 levels. It is the anticorrelative combinatorial analysis, which may point out specifically genes sensitive to gradual changes in NT3 levels. Our study is based on cell population analysis, thus not measuring gene expression values at the single cell level. For genes with expression patterns restricted to proprioceptor subsets, it is therefore difficult to predict whether gene expression changes observed in mutant backgrounds reflect expression changes at the level of individual cells or alterations in cell number expressing a certain gene. This question will have to be addressed using more refined methods such as single cell qPCR for individual genes in the future.

Our analysis focuses on the regulation of genes with enriched expression in proprioceptors. Nevertheless, retrograde NT3 signaling is not restricted to proprioceptors, nor is it limited to genes with proprioceptor-enriched expression patterns. This is not surprising since NT3 is known to have promiscuous signaling properties by binding to Trks other than TrkC as well as to p75 [10], [11], [13]. The same dataset can hence be analyzed to extract genes regulated by NT3 in non-proprioceptors using different filters and criteria for analysis. Moreover, genes with expression in proprioceptors and subsets of non-proprioceptors can also be identified. For example, the gene encoding the ETS transcription factor Etv1 is expressed in several DRG neuron subpopulations and regulated by NT3 in both proprioceptors and subsets of non-proprioceptors.

An emerging feature in studies on the influence of target-derived retrograde neuronal responses is the observation that postmitotic neurons are capable of adjusting their transcriptional programs in order to react to signals by changing their cellular phenotypes. These changes can become apparent by a variety of readouts. Studies on retrograde signaling pathways in NGF-responsive TrkA expressing DRG sensory neurons have provided evidence that NGF signaling promotes a switch to the emergence of non-peptidergic Ret-expressing sensory neurons [48], by virtue of inducing expression of Ret and GFRalpha coreceptors as well as other characteristic receptor genes in these neurons [49]. In the trigeminal somatosensory system, retrograde signaling by TGFbeta family members also acts to change transcriptional profiles in these whisker innervating sensory neurons, inducing the transcription factor Onecut2, which in turn is involved in the regulation of central projections [50]. The analysis performed on proprioceptors here lends support to the notion that retrograde signaling from the target area intersects in a very profound way with the transcriptional programs set up at stages before axons invade their targets.

### Synaptic Gene Expression Regulated by Neurotrophic Factors

A striking feature revealed by our analysis is the observation that some genes encoding synaptic components are regulated in proprioceptors by altering NT3 signaling. One of the most dramatic examples identified is the gene encoding the GABAA receptor subunit Gabrg1, a previously very poorly studied receptor subunit of currently unknown function [36], [37], [38]. What could be possible roles for postsynaptic receptor components in neurons with purely axonal extensions? It is well-known that central branches of DRG sensory neurons not only establish synaptic contacts with a variety of central spinal neurons themselves, but that their synaptic terminals also provide postsynaptic substrates for inhibitory axo-axonal synapses [51], [52], [53]. It is thought that through these axo-axonal synapses, presynaptic inhibition can selectively shunt incoming sensory information at the level of individual sensory synapses, thus preventing or significantly reducing a postsynaptic effect of sensory signals on spinal neurons [51], [52], [53]. Electrophysiological studies using pharmacological interventions show that GABAA receptors are involved in presynaptic inhibition [53], but which receptor components contribute and whether perhaps different sensory afferents assemble receptors of different composition is currently unknown. Moreover, receptors for neurotransmitters other than GABA are being considered for their involvement in this phenomenon [53], [54], suggesting that also other proprioceptor-enriched and in part NT3 regulated postsynaptic receptor components identified here (e.g. *Htr2c*) may be relevant for this process.

Our findings show that *Gabrg1* is expressed preferentially by proprioceptors of more caudal level DRG both at lumbar and cervical spinal levels. These spinal segments are known to innervate distal limb muscles, in contrast to more rostral segments innervating proximal limb muscles. It is currently unknown how such transcriptional expression gradients along the rostro-caudal axis emerge and whether differential NT3 levels in different muscles contribute to their establishment. In addition, our inability to generate antibodies to detect Gabrg1 protein in the spinal cord prevented us from assessing whether only subsets of vGlut1^on^ proprioceptive terminals accumulate Gabrg1 protein centrally, as would be predicted from our *in situ* hybridization experiments. GABAA receptors of different subunit composition are known to exhibit channel properties of different dynamics or magnitude [36], [55] and alterations in subunit composition might therefore, in principle, influence the effect of presynaptic inhibition at central proprioceptive synapses. A possible function of *Gabrg1* and other receptor component subunits in regulation of presynaptic inhibition will therefore be an important avenue to pursue in the future to understand the function of presynaptic inhibition in processing of sensory and motor output information.

Our work raises the interesting possibility that postsynaptic components of this presynaptic inhibitory circuit may not be expressed ubiquitously by all sensory neurons, and that NT3 signaling may influence the functionality of this pathway. Our experiments on voluntary running in the adult, although not establishing a direct link to NT3 signaling, lend support to the idea that plasticity of sensory neuron gene expression in order to dynamically adjust the needs of the circuit is a life-long process. In this context, it is interesting to mention that application of the neurotrophic factor Artemin after dorsal root injury in the adult leads to central sensory axon growth and functional restoration [56]. Moreover, viral expression of NT3 in the brainstem upon cervical spinal cord injury promotes dose-dependent axonal targeting to these areas [57], and application of NT3 to axotomized peripheral nerves promotes functionality of spinal sensory collaterals [58]. Taken together with our findings, it is likely that these interventions exhibit their potent functions at least partially through transcriptional regulation of sensory neuron gene expression. The fact that genes developmentally regulated by target-derived signals reappear in the behavioral paradigm carried out in our study in the adult suggests that expression of at least subsets of genes remains plastic also in the adult, a feature that may be important for the design of strategies interfering with pain or neuronal injury.

## Supporting Information

Figure S1 **Regulation of** ***Gabrg1*** **expression in** ***mlc^NT3^*** **mice.** *In situ* hybridization experiment demonstrating upregulation of *Gabrg1* expression in p0 L5 DRG of *mlc^NT3^* mice (right) in comparison to wild-type (left). Quantification revealed an increase in *Gabrg1^on^* DRG neurons in *mlc^NT3^* mice (L1: 2.58 fold (±0.41 SEM); L5: 2.65 fold (±0.39 SEM)) compared to wild-type (n = 3 mice each condition), but *mlc^NT3^* mice also exhibit an overall increase in proprioceptor DRG neuron numbers [21]. Although *in situ* hybridization cannot accurately quantify expression levels, side-by-side comparison of sections also revealed an apparent increase in signal intensity in DRG neurons in *mlc^NT3^* mice.
(TIF) Click here for additional data file.

Table S1 (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

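Expression was measured on 39 Affymetrix Mouse Genome arrays of mouse lumbar DRG. Of these, 16 came from TrkC GFPon and TrkC GFPoff populations sorted from pooled lumbar DRG of p0 mice of 4 genotypes, wild-type, *Bax-/-*, *NT3-/-Bax-/-* and *mlc NT3*, with 2 arrays per genotype and population. A further 11 came from populations sorted separately from L1 and L5 DRG of wild-type p0 mice, with 2 arrays for L1 proprioceptors and 3 for each other group. The other 12 came from whole L1 and L5 DRG of adult mice with or without running wheels, with 3 arrays per group. The titles of the adult samples also carry a TrkC sign that follows the level, and the samples were used as whole DRG of the level and running status given by the paper.

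According to the methods, RNA was amplified by in vitro transcription, array files were read in R v2.9 with the Bioconductor package affy, values were made with rma(), present and absent calls were made with MAS5, and comparisons were run in Genedata Analyst with a t-test or an n-way analysis of variance. As deposited, the intensity values are linear and not log2, one number per probe set and array, and according to the authors they were background-corrected, normalized and summarized with rma(). They were transformed to log2 without a pseudocount. The plan had assumed log2 values. Array medians of the log2 values lay between 6.02 and 6.18. The upper quartile was lower in *mlc NT3* TrkC GFPon replicate 2 (8.38) than in replicate 1 (8.56) and in the wild-type TrkC GFPon arrays (8.58 and 8.51), and whether all arrays were normalized together is not stated in the text. The present and absent calls were not used here.

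Of 45101 probe sets, 64 Affymetrix controls were left out and 45037 were tested. Annotation named 1 gene for 34958 probe sets, several genes for 932 and none for 9211. Only the first kind was assigned to a gene, which gave 18193 genes and left *Etv1*, *Bax* and *Ntf3* without a probe set of their own, so that the knockouts were not checked on their own transcripts. The annotation holds gene names and no positions, so no coordinates are given. Where a gene has several probe sets, the one listed in Table S1 or otherwise the brightest over the arrays of the fit was used. For *Gabrg1*, both were used, and the values drawn in Fig. 6 and 7 match those of the dimmer one.

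Fits were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, a mean for each group, no covariates), one for each of the 3 sets of arrays above, so that the spread of a probe set was shared by all groups of its fit. Selections followed the study's thresholds, an unadjusted p of at most 0.02 with a fold of at least 2 for enrichment at p0 and for the loss of NT3, and of at least 1.5 for surplus NT3 and for the adult lists. Probe sets past the thresholds in *Bax-/-* proprioceptors were left out of the NT3 selections. The paper's text does not define the NT3-regulated set of Fig. 7a, and the widest reading of its criteria was used. Whole-array counts, single genes and gene lists were called at a Benjamini-Hochberg adjusted p under 0.05 from limma's moderated test. Log2 differences are given as the first group minus the second, with limma's standard error, and group means are of linear values with their SD.

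Before the data were examined, 27 gene lists (markers of cell types, ion channels and receptors, transmitter release, axon guidance, metabolism, stress and patterning genes) were fixed, each with 1 probe set per gene. For each list the members called higher or lower were counted, and the list was tested with limma's camera with a preset correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg adjustment over the lists of a comparison. The list of Table S1, which the study chose on these samples, was counted only. A list of circadian clock genes was added after the running results were seen. Genes named in the text are those the paper names or lists in Table S1, whose values had been seen, up to 10 genes with the largest rise and fall in each comparison among adjusted calls with no overlap between the arrays of the 2 groups, and up to 4 called members of each list with the largest change. Outside this rule, *Fgf9*, *Gjd2*, *Kcna1*, *Etv4*, *Spred1*, *Grik2* and *Arntl* were named after their values had been seen.

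Precision is limited by the number of arrays. Arrays of the same replicate number deviated together between TrkC GFPon and TrkC GFPoff neurons of p0 L5, where the correlation of deviations from the group means was 0.118 to 0.293 for the same number and at most 0.0715 for others, so that these arrays were paired in the data. The fits had no block for this, and a fit with one was an alternative. The lowest correlation between arrays of a group was 0.972 at p0 and 0.994 in the adult. In tests on simulated data with the spread of these arrays, adjusted calls recovered 29% of differences of 1 on the log2 scale in the *mlc NT3* comparison, 24% in the *NT3-/-Bax-/-* comparison, 64% in the comparison of p0 levels and 95% in the adult comparisons. At p of at most 0.02 and 1.5 fold, 580 unchanged probe sets passed in the first of these and 31 in the adult control comparison. Each simulation held 100 changed probe sets of each size. The adjusted threshold depends on that number, so the 24% does not give the recovery among the many changes without NT3.

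The alternatives set before the data were examined were the methods' t-test and 2-way analysis of variance, adjusted p with the fold threshold, fits of the 2 compared groups alone, quantile normalization again, median centring, a filter that kept probe sets above a log2 value of 6 in at least 2 arrays, a trended and robust variance, fold from linear means, replicate number as a block or with genotype as a random block, leaving out each replicate, *Bax-/-* as the control of the NT3 loss, no *Bax* exclusion, enrichment selected on the arrays of single levels, a narrower NT3-regulated set, an estimated correlation in list tests and the mean of all probe sets of a gene. A fit without the *NT3-/-Bax-/-* TrkC GFPoff arrays and array weights in the adult fit were added after the data were seen. Overlaps of lists that share control arrays were compared with those of independent lists, and with 100 simulated draws that shared the arrays and held no change. *In situ* hybridization, immunohistochemistry and quantitative PCR were not analysed here.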

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

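The splits of the arrays by running and the list of circadian clock genes were chosen after the running results had been seen, and the other tests of this part were set before the data were examined.

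Differences from wild-type were not the same in the TrkC GFPon and TrkC GFPoff populations, by the interaction of genotype and population. For the loss of NT3 the interaction was called for 4693 probe sets, and for 2737 or 2932 without wild-type TrkC GFPoff replicate 1 or 2 and 2923 or 2755 without wild-type TrkC GFPon replicate 1 or 2. Markers of other cells were among them, with a negative interaction for 6 of 10 fibroblast, 7 of 10 endothelial and 11 of 17 glial markers and 10 of 14 genes of dividing cells. The count may therefore also hold differences in the cells sorted, which were not separated from changes in expression. The ERK target genes *Spry1* and *Epha4* were among the genes lower in proprioceptors, and of the 15 ERK targets 13 fell in *NT3-/-Bax-/-* proprioceptors, genes whose group the paper does not discuss. For surplus NT3 the interaction was called for 19 probe sets, 11 positive and 8 negative (11 and 3 after quantile normalization again), and for 0 to 2 when 1 array of the compared groups was left out.

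The difference between L5 and L1 at p0 also depended on the population, with an interaction called for 30 probe sets. This count was 14 without L1 TrkC GFPon replicate 1, 13 without L1 TrkC GFPoff replicate 3, 7 or 11 without L5 TrkC GFPoff replicate 1 or 2, and 16 or 50 without L5 TrkC GFPon replicate 2 or 3. For *Vip* the interaction was 5.62 on the log2 scale.

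TrkC GFPoff neurons of *NT3-/-Bax-/-* mice, in which the paper reports on single genes, differed from wild-type in 11941 probe sets (6727 or 6857 without wild-type TrkC GFPoff replicate 1 or 2). The median of all probe sets moved by -0.11 in this comparison when arrays were centred on their medians. In these arrays 9 of 10 fibroblast markers were higher, among them *Col3a1* (7.52), *Col1a1* (6.10) and *Lum* (5.82), and none was lower. All 10 endothelial markers were higher, among them *Tek* (4.27) and *Cdh5* (3.07), and so were 13 of 14 genes of dividing cells, among them *Mki67* and *Top2a*. The 3 lists had camera adjusted p = 1.27e-09, 3.39e-10 and 3.84e-12, and adjusted p = 0.0422, 0.0381 and 0.0381 with an estimated correlation, calls that were lost when any 1 of 10 other arrays of the fit was left out (adjusted p of up to 0.109, 0.0790 and 0.0790).

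*Bax-/-* proprioceptors, which the paper uses as a control, differed from wild-type in 225 probe sets, 153 higher and 72 lower, with 1151 without *Bax-/-* TrkC GFPon replicate 1 and 11 or 9 without wild-type TrkC GFPon replicate 1 or 2. *Creg2* was higher by 3.72. Of 16 genes of sterol synthesis, 2 were higher (9 when adjusted over the list alone; camera adjusted p = 6.83e-10, and adjusted p = 0.29 with an estimated correlation), *Insig1* (1.17) and *Dhcr7* (0.97), both of which were no longer called without any 1 of the 12 arrays of the fit other than those of *NT3-/-Bax-/-* mice.

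Between running and control mice, which the paper compares only for single genes, 109 probe sets differed at L1 and 216 at L5. The 6 arrays of a level can be split in 10 ways, too few for a share under 0.05, and the real split, 1 of 10, gave 109 at L1 against at most 1 in the others and 216 at L5 against at most 1. At L1 the count was 71, 18 or 66 without control replicate 1, 2 or 3 and 828, 20 or 29 without running replicate 1, 2 or 3. At L5 it was 1775, 7 or 68 without control replicate 1, 2 or 3 and 13, 0 or 27 without running replicate 1, 2 or 3. At L5 166 probe sets (76.9%) were higher in running mice, and 133 against 103 lower (56.4%) after quantile normalization again.

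Of 16 circadian clock genes, 6 were higher and 1 lower at L5 in running mice (12 and 2 when adjusted over the list alone). *Ciart* (0.74) and *Per3* (0.76) were higher and *Arntl* (-0.56) was lower. *Ciart* was no longer called without running L5 replicate 2, *Per3* without this, running replicate 1 or control replicate 2, and *Arntl* without any running replicate or control replicate 2. Without control replicate 2 and running replicate 1, 2 and 3 in turn, 1, 2, 0 and 3 of these genes were higher. At L1 4 were higher and 1 lower, with *Dbp* higher by 1.21 (standard error 0.14, adjusted p = 0.0024) and *Per3* by 0.90 (adjusted p = 0.0025), and 2 were higher without control replicate 2 or 3 or running replicate 2. The paper's text does not state the time of day of dissection. A difference in that time was not separated from an effect of running at either level. In adult control L5 replicate 3 the skeletal muscle gene *Acta1* had a log2 value of 10.7, in whole DRG.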

How the results depend on the processing

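With 2 or 3 arrays per group, the counts depended on how the spread between arrays was estimated, and no *Gabrg1* change that passed its test was reversed under any alternative. The uncalled change of the brighter *Gabrg1* probe set with running at L1 (0.03) was -0.20 without control L1 replicate 1, -0.09 without running L1 replicate 3 and -0.06 with array weights. Between TrkC GFPon and TrkC GFPoff arrays of the same number the correlation of deviations was 0.030 to 0.347 within the 4 genotypes. In all 4 genotypes arrays of the same number also matched in sex-linked transcripts, and each p0 genotype and population had 1 array of either sex, so that sex was balanced between the compared groups and the numbers paired the 2 populations at least by sex. Of the 6 mutant TrkC GFPon arrays 2 matched the wild-type array of the same number, so that a block of the number alone is not one of sex. With sex as a block, 0 probe sets changed in *mlc NT3* TrkC GFPoff neurons and no other result moved. Between genotypes, levels and running groups it ranged from -0.286 to 0.319, and in none of these comparisons did every pair pass the level taken for pairing. For the populations, a replicate block gave 1940 enriched probe sets and an interaction of level and population in 24. Median centring and a random block of genotype or level group and number moved none of 54 results, fold from linear means none of 35, enrichment from the arrays of single levels none of 6, no *Bax* exclusion and *Bax-/-* as control none of 4 each, the narrower NT3-regulated set neither of 2, and the mean of probe sets not the count of list calls. The dimmer of the *Gabrg1* probe sets is that of Fig. 6 and 7. The fit without the *NT3-/-Bax-/-* TrkC GFPoff arrays, the array weights and the block of sex were chosen after the results had been seen.

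With the methods' t-test, 425 proprioceptor-enriched probe sets fell and 39 rose without NT3, 44 rose and 62 fell with surplus NT3, and 16 and 3 were in the first and second anticorrelation scheme. L5 enrichment was found for 232 in control mice and 170 in both, with 73 in control mice also proprioceptor-enriched and 28 (control) and 88 (running) also NT3-regulated. The dimmer *Gabrg1* probe set no longer passed without NT3 (-2.88, and -1.82 against *Bax-/-*), in *Bax-/-* proprioceptors (-1.06) and with surplus NT3 (1.36). After Benjamini-Hochberg adjustment of the same test 1 probe set was enriched in proprioceptors and 0 in non-proprioceptors, 0 fell and 0 rose without NT3, 0 rose and 0 fell with surplus NT3, and 0 and 0 were in the schemes. L5 enrichment was left for 0 in control mice, 95 in running mice and 0 in both, with 0 and 0 also proprioceptor-enriched and 0 and 0 also NT3-regulated. Probe sets changed in proprioceptors were 0 without NT3, 0 in *Bax-/-*, 0 in *mlc NT3* and 0 for *NT3-/-Bax-/-* minus *Bax-/-*, in TrkC GFPoff neurons 4 without NT3, 0 in *Bax-/-* and 0 in *mlc NT3*, with running 0 at L1 and 0 at L5, and between p0 levels 0 and 0. *Gabrg1*, dimmer and brighter, was not called in wild-type enrichment (2.47, adjusted p = 0.15; 4.53, adjusted p = 0.13), without NT3 (-2.88, adjusted p = 0.19; -5.58, adjusted p = 0.12), against *Bax-/-* (-1.82, adjusted p = 0.46; -5.003, adjusted p = 0.33), between adult control levels (1.41, adjusted p = 0.16; 1.73, adjusted p = 0.18), between p0 levels (3.40, adjusted p = 0.76; 2.84, adjusted p = 0.77) and, dimmer only, with running at L5 (0.86, adjusted p = 0.33).

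With the 2-way analysis, 491 fell and 54 rose without NT3, 69 fell with surplus NT3, 26 and 6 were in the schemes, and 37 (control) and 99 (running) were NT3-regulated. With adjusted p and fold, 10 rose and 15 fell with surplus NT3, and 8 and 1 were in the schemes. With only the compared groups in the fit, 160 rose and 319 fell with surplus NT3, 80 and 39 were in the schemes, and changed probe sets were 2 in *Bax-/-* and 565 in *mlc NT3* proprioceptors, 7428, 16 and 1 in *NT3-/-Bax-/-*, *Bax-/-* and *mlc NT3* TrkC GFPoff neurons, 1871 for *NT3-/-Bax-/-* minus *Bax-/-*, 2 with running at L5 and 0 between p0 levels in proprioceptors. *Gabrg1* (dimmer) was then called with surplus NT3 (1.36, adjusted p = 0.0114) and not against *Bax-/-* (-1.82, adjusted p = 0.0712), with running at L5 (0.86, adjusted p = 0.0609) or between p0 levels (3.40, adjusted p = 0.16; brighter 2.84, adjusted p = 0.19).

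Quantile normalization again left 0 changed in *mlc NT3* TrkC GFPoff neurons. The filter on dim probe sets gave 369 for running at L5. A trended and robust variance gave 388 for running at L5, 2 for running by level, 318 and 145 between p0 levels in TrkC GFPon and TrkC GFPoff neurons and 102 for their interaction. With a replicate block, 0 changed in *mlc NT3* TrkC GFPoff neurons, 93 with running at L5 and 111 between p0 levels in proprioceptors, and *Gabrg1* (brighter) was not called there (2.81, adjusted p = 0.0863). Without the *NT3-/-Bax-/-* TrkC GFPoff arrays 358 changed in *Bax-/-* and 143 in *mlc NT3* proprioceptors. Array weights from 0.457 to 2.68 gave 1249 and 883 for running at L1 and L5 and 83 for the interaction. An estimated correlation left 11 of 110 list calls.

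With 1 array left out, surplus NT3 gave 45 to 74 rising and 108 to 175 falling, the schemes 25 to 52 and 12 to 30, and control L5 enrichment 466 to 910. Changed probe sets ranged in proprioceptors from 7044 to 11243 without NT3, 9 to 1151 in *Bax-/-*, 13 to 31 in *mlc NT3* and 5241 to 8447 for *NT3-/-Bax-/-* minus *Bax-/-*, in TrkC GFPoff neurons from 6727 to 11101, 2 to 16 and 0 to 0 for the same genotypes, from 2737 to 5329 and 0 to 2 for the interactions of NT3 loss and surplus with population, from 18 to 828 and 0 to 1775 for running at L1 and L5, 0 to 216 for running by level, and 27 to 212, 29 to 48 and 7 to 50 for p0 levels in TrkC GFPon and TrkC GFPoff neurons and their interaction. *Gabrg1* at p0 ranged from 2.91 to 3.89 (dimmer, not called without L1 TrkC GFPon replicate 1) and 2.36 to 3.32 (brighter, not called without L1 or L5 TrkC GFPon replicate 1 or 2), and with running at L5 from 0.77 to 0.91 (dimmer, not called without control replicate 2 or running replicate 1 or 2).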

Differences from the paper's values

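Counts of probe sets are compared at the paper's stated p and fold thresholds, with limma's test here and a t-test or an analysis of variance in Genedata Analyst in the paper. A count was taken as within range when neither value was more than 1.5 times the other, a figure value when it lay within the SD or this ratio, and a log2 change of Table S1 when its sign matched and it lay within the standard error. Each alternative named was set before the data were examined, and those not named also differed.

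The paper's 802 probe sets enriched in non-proprioceptors stood at 1231 here, and within range under the methods' t-test (825), adjusted p with the fold threshold (1046), median centring (1187), the filter on dim probe sets (1179), and without wild-type TrkC GFPoff replicate 1 (1082) or 2 (1146) or TrkC GFPon replicate 2 (1014). Its 412 enriched probe sets downregulated without NT3 stood at 932 here, within range under the methods' t-test (425) and the 2-way analysis of variance (491). Its 53 upregulated stood at 114 here, within range under the same tests (39 and 54). Its 15 probe sets of the second anticorrelation scheme stood at 25 here, within range with *NT3-/-Bax-/-* minus *Bax-/-* (19) and without *Bax-/-* TrkC GFPon replicate 1 (22), wild-type TrkC GFPon replicate 1 (12) or *mlc NT3* TrkC GFPon replicate 2 (20). The methods' t-test also took counts out of range. It gave 44 rising and 62 falling with surplus NT3 against the paper's 101 and 173 (79 and 187 here with limma), and 16 and 3 in the 2 schemes against the paper's 41 and 15 (45 and 25 here with limma).

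In the adult, the paper's 219 probe sets with L5 enrichment in control mice stood at 597 here, within range only under the methods' t-test (232). Its 161 in both sets of mice stood at 262 here, within range under the methods' t-test (170), adjusted p with the fold threshold (228), the filter on dim probe sets (223), the trended and robust variance (234), and without control L1 replicate 1 (237), running L1 replicate 3 (237) or running L5 replicate 1 (234). Its 63 control probe sets that were also proprioceptor-enriched stood at 159 here, within range only under the methods' t-test (73). Its 173 for running mice stood at 271 here, within range under the methods' t-test (197), adjusted p with the fold threshold (227), quantile normalization again (225), median centring (253), the filter on dim probe sets (234), and without wild-type TrkC GFPoff replicate 1 (232) or 2 (238), wild-type TrkC GFPon replicate 1 (236) or 2 (244), running L1 replicate 1 (243) or running L5 replicate 1 (250). Its NT3-regulated counts, 28 and 74, stood at 110 and 190 here under a definition that the paper's text does not give, within range under the methods' t-test (28 and 88) and the 2-way analysis of variance (37 and 99).

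Of 63 expression values read by eye from the figures, 50 were within range of the probe set whose values are given with the results. The other 13, of *Ntrk2*, *Ret*, *Igf1* and *Meis2*, differed from it and were within range of another probe set of the gene, chosen as the closest to the figure. Of 112 log2 changes in the paper's Table S1, 11 differed. For 5 probe sets the 2 columns of the paper's table hold values that match those here when exchanged. For *Meis2* the paper gives -2.28 without NT3 and 2.34 with surplus NT3, and the values here are 2.30 and -2.31. Its other probe sets stand at the paper's -1.15 and 1.08 against 1.08 and -1.15, and at the paper's -1.04 and 1.62 against 1.63 and -1.03. *Atad1* stands at the paper's 0.64 and -1.70 against -1.72 and 0.63, and *Cap2* at the paper's 0.96 and -3.52 against -3.52 and 0.97. In Fig. 5 *Meis2* is drawn in the direction found here. For *Rgs20* the paper's change without NT3 is -1.65 against -1.12 here (standard error 0.23). Of the 56 probe sets of the table, 51 had both signs as in the table and 51 passed an adjusted p under 0.05 in the same direction without NT3, but 4 did so with surplus NT3, and 38 passed the study's thresholds with surplus NT3. Of the 42 that the table gives as falling without NT3 and rising with surplus NT3, 25 were in the first scheme here. Of the 14 of the opposite kind, 10 were in the second. *Nova1*, drawn in Fig. 5, was not, with a log2 difference of -0.69 with surplus NT3 (limma, unadjusted p = 0.0237).

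The paper states that *Gabrg1* is significantly increased with surplus NT3. Its dimmer probe set, with a log2 difference of 1.36, passed the study's thresholds but not adjustment (adjusted p = 0.13), and its brighter one, with 0.94, passed neither (adjusted p = 0.77). In a fit of the 2 compared groups alone the former passed, with adjusted p = 0.0114. Both passed the test for the loss of NT3. Both are in the paper's anticorrelated list, and here the dimmer one was left out of it by the *Bax* exclusion and the brighter one by its test with surplus NT3. *Igf1*, *Shc4* and *Tacr3*, which the paper calls changed with surplus NT3, passed the study's thresholds in the paper's direction here and did not pass adjustment (adjusted p = 0.62, 0.30 and 0.61). For *Igf1* the probe set tested is not the one closest to the values of Fig. 4.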

Other observations

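The splits of the control arrays and of the p0 TrkC GFPoff arrays by level, and the test of the second anticorrelation scheme, were chosen after the results had been seen.

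Without NT3, the TrkC GFPoff arrays showed changes of their own. Of 13 nociceptor markers 7 were lower and none was higher (9 lower when adjusted over the list alone; camera adjusted p = 0.0348, and adjusted p = 0.30 with an estimated correlation), a call that was lost without *NT3-/-Bax-/-* TrkC GFPoff replicate 2 (adjusted p = 0.0907), among them *Calcb*, a calcitonin gene-related peptide (-4.13), and *Scn10a* (-3.57). Without wild-type TrkC GFPoff replicate 1 or 2 there were 4 lower nociceptor markers. Of 20 immediate early genes 13 were higher and none was lower (14 and 2 when adjusted over the list alone; camera adjusted p = 4.70e-07, and adjusted p = 0.13 with an estimated correlation), among them *Ier5* (3.49) and *Atf3* (2.57). Genes of transmitter release were mostly lower, 20 of 34 against 2 higher (camera adjusted p = 6.83e-05, and adjusted p = 0.41 with an estimated correlation). Of 17 glial markers 10 were higher, such as *Mbp* (2.32) and *Apoe* (2.52), and 1 was lower (camera adjusted p = 2.55e-05, and adjusted p = 0.23 with an estimated correlation). In the same arrays markers of fibroblasts, endothelium and dividing cells were higher, so that a change in the neurons was not separated from one in the cells sorted. Of 12 macrophage markers 1 was higher and none was lower (camera adjusted p = 0.00626, and adjusted p = 0.60 with an estimated correlation), a call lost without *NT3-/-Bax-/-* TrkC GFPoff replicate 1 (adjusted p = 0.864), while 11 were higher without replicate 2. The ERK target genes had 4 members higher and 4 lower there.

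At p0, L5 and L1 also differed in TrkC GFPoff neurons, with 62 probe sets higher and 10 lower at L5. *Bdnf* (2.20, adjusted p = 3.90e-04), the serotonin transporter gene *Slc6a4* (2.17), the neuropeptide Y receptor gene *Npy1r* (2.18) and *Hoxc10* (2.36) were higher. The 72 probe sets of the real split, 1 of 10, stood against at most 3 in the other splits, which are too few for a share under 0.05. Without 1 array they were 42 or 43 (L1 replicate 1 or 2) and 29, 33 or 37 (L5 replicate 1, 2 or 3).

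More proprioceptor-enriched probe sets fell than rose without NT3, 8.18 for each. Enrichment and NT3 loss were measured against the same wild-type arrays, which could favour falls. When enrichment was selected on the arrays of single levels, which share none with the mutant comparison, 744 fell and 103 rose, a ratio of 7.22, which argues against that selection as the cause. The fall was uneven, since *Htr2c* (-6.04) and *Scn4b* (-6.93) fell while the brightest probe set of *Ntrk3* (-0.23, standard error 0.31, with 2 others at 1.04 and 1.25), *Runx3* (-0.49, standard error 0.29) and *Esrrg* (-0.22, standard error 0.38) stayed close to wild-type, unlike an even loss of proprioceptors from the sorted cells. Loss of NT3 signaling may lower these genes, and a change in the types of proprioceptors sorted stays open.

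Opposite changes without NT3 and with surplus NT3 were also measured against shared wild-type arrays. With *NT3-/-Bax-/-* minus *Bax-/-*, which shares no array with *mlc NT3* minus wild-type, 38 probe sets fell without NT3 and rose with surplus NT3, 1.12 times the 34.1 of independent lists, and in the other direction 19 stood against 8.61, a ratio of 2.21. Neither ratio decides on the shared arrays, since a shared control moves both comparisons in one direction and not apart. In 100 simulated draws with the shared arrays and no change, the 2 comparisons correlated at 0.517 (0.458 to 0.596). Against wild-type the real correlation was -0.060, below all draws. The draws held no effect of NT3, which adds variance to the real values, so the correlation cannot be judged by them. The covariance against wild-type was -0.054, against 0.054 to 0.088 in the draws, so that the shared arrays alone did not give its sign. With *NT3-/-Bax-/-* minus *Bax-/-* the correlation was -0.050, within the -0.234 to 0.163 of its draws. The covariance there was -0.041, against -0.038 to 0.022 in the draws. Against wild-type 45 and 25 probe sets changed in opposite directions, where independent lists would share 38.1 and 11.0. The draws had at most 1 per scheme. They cannot test these counts, since they held no effect of NT3 loss or surplus. A response scaled by NT3 in both directions stays open for the genes of both schemes. A difference in the proprioceptors sorted from *mlc NT3* mice, which have more of these neurons, stays open as well.

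The paper counts more L5-enriched probe sets in running than in control mice. With the methods' t-test the ratio was 2.47, with limma's moderated test on the 2 compared groups alone the counts were 667 and 520, and with 1 spread pooled over the 4 adult groups the ratio was 1.10. These tests differ in moderation as well as in the arrays that give the spread, so that the cause of the larger running count stays open. The median SD between arrays was 0.109 and 0.113 in control L1 and L5 and 0.107 and 0.105 in running L1 and L5. The real split gave 657 against at most 42 in other splits of the running arrays and 597 against at most 216 for the control arrays, 10 splits each being too few for a share under 0.05, and without control L5 replicate 1 the control count was 910. An effect of running at L5 stays open, as do muscle and granulocyte transcripts in single control L5 arrays (*Acta1* at 10.7 on the log2 scale in replicate 3, *S100a9* at an intensity of 1378 in replicate 2).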
